# Maternal obesity alters histone modifications mediated by the interaction between EZH2 and AMPK, impairing neural differentiation in the developing embryonic brain cortex

**DOI:** 10.1016/j.jbc.2025.108173

**Published:** 2025-01-10

**Authors:** Thilina T. Alawathugoda, Muhammad Abid Sheikh, Anil Kumar Challagandla, S. Thameem Dheen, Bright Starling Emerald, Suraiya Anjum Ansari

**Keywords:** maternal obesity, embryonic neurogenesis, RNA-seq, ChIP-seq, epigenetics

## Abstract

Neurodevelopmental disorders have complex origins that manifest early during embryonic growth and are associated with intricate gene regulation dynamics. A perturbed metabolic environment such as hyperglycemia or dyslipidemia, particularly due to maternal obesity, poses a threat to the optimal development of the embryonic central nervous system. Accumulating evidence suggests that these metabolic irregularities during pregnancy may alter neurogenesis pathways, thereby predisposing the developing fetus to neurodevelopmental disorders. One primary mechanism through which such disruptions may occur involves changes in histone modifications resulting from fluctuations in the expression of histone-modifying enzymes or the availability of their substrates. Herein, we have used a rat model of maternal obesity induced by a high-fat diet before and during gestation to investigate the cellular and molecular repercussions of maternal obesity on embryonic cortical neurogenesis. Maternal obesity impairs neurogenesis by reducing cell proliferation, increasing neuronal marker expression, and shifting development toward astrogliogenesis. Differentially expressed genes revealed disruptions in key developmental signaling pathways and reduced AKT phosphorylation, particularly at E14.5. These changes were associated with epigenetic alterations, mainly the differential expression and phosphorylation of EZH2 and subsequent changes in global histone modifications. Chromatin immunoprecipitation sequencing revealed reduced H3K27me3 at genes upregulated due to maternal obesity, which could have resulted from reduced expression and increased phosphorylation of EZH2 at Thr311. Interestingly, EZH2 also showed increased O-GlcNAcylation in high-fat diet embryos along with increased association with AMPK-Thr172 in accordance with previous studies showing that Ampk catalyzes EZH2-Thr311p. These results suggest that an epigenetic gene regulatory mechanism mediated by Ampk and Ezh2 interactions resulted in reduced H3K27me3 and derepression of key developmental genes, which could have led to cell fate changes observed in the developing embryo brain cortex due to maternal obesity.

Maternal obesity and metabolic syndrome during pregnancy have emerged as crucial factors influencing both maternal and fetal health outcomes. The maternal metabolic environment can impact the developing fetus, potentially leading to an increased risk of obesity, metabolic syndrome, and other health issues in the offspring later in life (1, 2). Furthermore, recent epidemiological research has brought attention to the connections linking maternal obesity and diabetes to neurodevelopmental and psychiatric disorders in the offspring. These investigations underscore the heightened risk of diverse conditions, encompassing autism spectrum disorder, attention-deficit hyperactivity disorder, anxiety, depression, schizophrenia, and other related pathologies (3, 4, 5). The proposed mechanisms of such connections encompass fetal exposure to factors like inflammation, hormonal imbalances, oxidative stress, and disturbances in epigenetic regulation (1, 6). Animal models of high-fat diet (HFD) fed maternal obesity have shed light on such pathological mechanisms; however, a clear understanding of maternal obesity–related neurodevelopmental and neuropsychiatric disorders of the offspring remains obscure (1, 7). One of the fundamental ways the prenatal environment influences the organism is by inducing epigenetic modifications. These modifications entail enduring and heritable alterations to the genome without any changes to the underlying DNA sequence. Epigenetic modifications encompass processes such as DNA methylation, posttranslational histone modifications (including acetylation, methylation, ubiquitylation, and sumoylation), and variations in miRNA expression. The impact of these epigenetic alterations on gene expression is now recognized to significantly influence an individual's lifelong susceptibility to conditions like obesity, metabolic disorders, and cardiovascular and neurological diseases (8). Thus, exposure to an obesogenic *in utero* environment during embryogenesis can induce epigenetic changes in offspring, potentially heightening their vulnerability to disease.

The frontal cortex, particularly the brain's prefrontal cortex, plays a central and critical role in higher executive functions, for example, planning and complex decision-making, social cognition, emotional regulation, and temporal integration of information (9, 10). Numerous psychiatric disorders and neurological conditions are linked to impairments in cognitive control and/or malfunction of the prefrontal cortex and its related neural circuitry (9). It has been proposed that maternal obesity and the offspring's exposure to an HFD may have adverse effects on cognitive function by impacting the hippocampus and prefrontal cortex (11), thus exposing the developing fetus to the risk of neurodevelopmental disorders. Yet, the mechanisms connecting these factors to the pathophysiological alterations in the developing brain remain incompletely understood. Moreover, given the pivotal roles of epigenetic mechanisms in shaping the fate of stem cells during development and subsequent differentiation, it becomes imperative to investigate the aberrant epigenetic gene regulatory mechanisms associated with nutrient imbalances resulting from conditions like hyperglycemia and/or dyslipidemia.

Therefore, to assess the influence of maternal obesity on embryonic cortical neurodevelopment, we have used a rat model of HFD-fed maternal obesity to discern its effects on embryo brain development at cellular and molecular levels. Maternal obesity was noted to markedly disrupt embryonic neurogenesis, not only altering the ratios of cell proliferation to differentiation but also inducing a transition towards astrogliogenesis. Gene expression analysis revealed disruptions in key developmental signaling pathways. The altered AKT signaling pathway, along with epigenetic alterations, namely, the differential expression and phosphorylation of EZH2 and subsequent changes in global histone modifications, advanced our understanding of the profound impact that maternal obesity can exert on developing embryo brain cortex. Therefore, this study effectively showcases the multifaceted consequences of maternal obesity on embryonic neurogenesis, providing comprehensive insights at both the cellular and molecular levels.

## Results

### Maternal obesity increases lipid accumulation and cell death in the developing embryo brain cortex

Female Wistar rats were randomly selected and divided into two groups, control (fed normal chow and water) and HFD (fed a commercial HFD and water), for approximately 10 weeks postweaning. The HFD-treated group of females became visibly heavier than the control group. Notably, the difference in the body weights between the two groups started to become significant by the 15th week of the feeding cycle (Fig. 1*A*). After which, these animals were mated with males on normal chow. Levels of plasma-free fatty acids (FFAs) in the pregnant animals were assessed at three developmental stages (E14.5, E16.5, and E18.5) before they were sacrificed. The results revealed a significant elevation in FFAs in the obese animals compared to controls (Fig. 1*B*). Embryo brains were removed under a dissection microscope, and lipid accumulation in the frontal lobe sections was examined using Nile red staining at all three stages. We found a significant increase in lipid accumulation in the frontal cortex of embryo brains from obese rats compared to controls at stages E14.5 and E18.5, with no substantial change observed at E16.5 (Fig. 1, *C*–*E*). We then conducted TUNEL assay to assess cell death in the frontal cortex sections. Our findings revealed an increase in TUNEL-positive cells in HFD embryo brains compared to the control at E14.5 (Fig. 1, *F* and *G*). These results were further validated by Western blot analysis for Poly (ADP-ribose) polymerase (PARP) and cleaved PARP, which showed a significant increase in the levels of cleaved PARP at E14.5 and E18.5 stages, whereas changes were not significant at E16.5 (Fig. 1, *H* and *I*). These findings demonstrate that maternal obesity and elevated levels of plasma FFAs contribute to an augmented lipid accumulation in the developing embryo brain cortex, concomitant with an upsurge in cell death.

**Figure 1:**
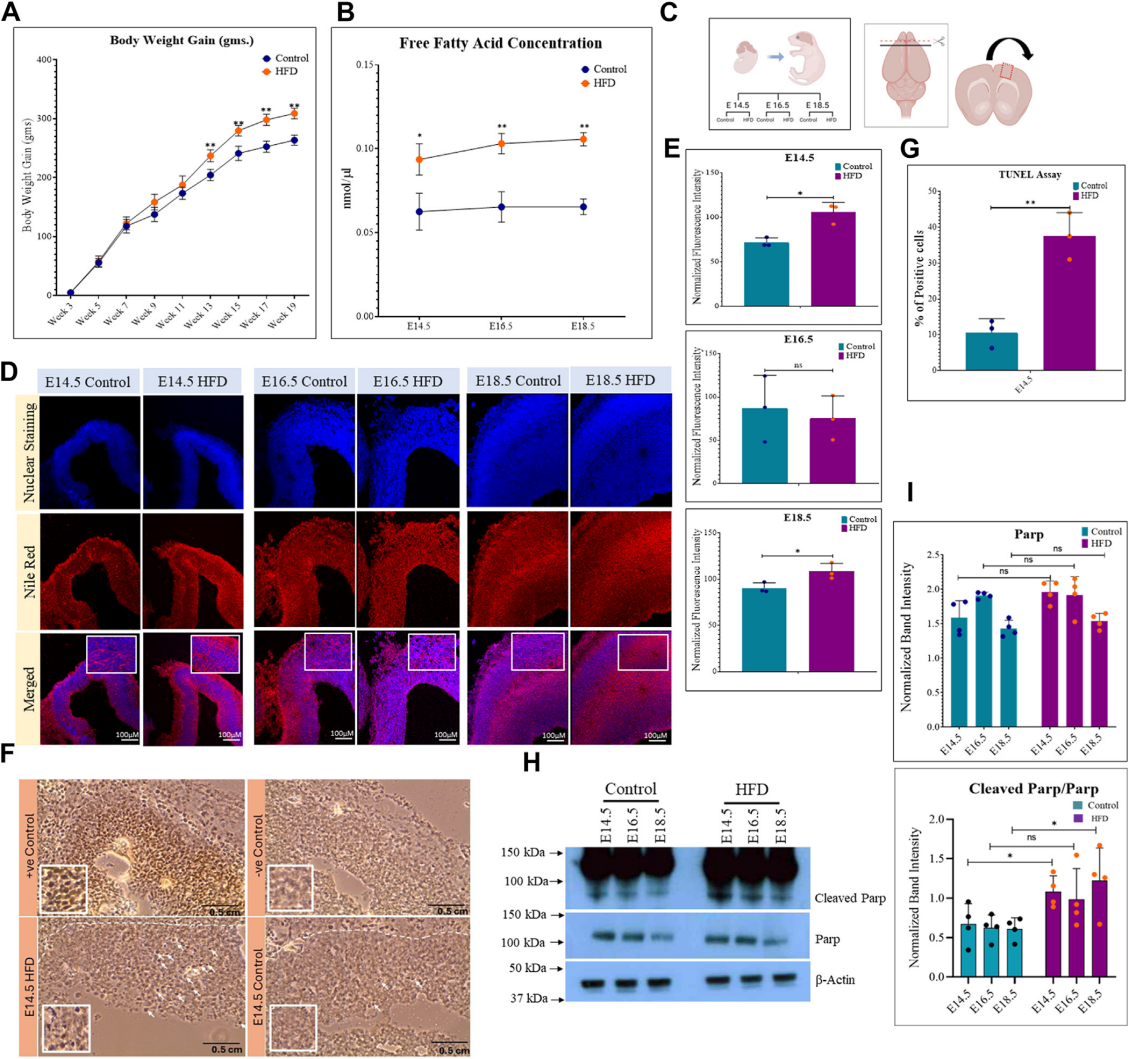
**The impact of maternal high fat diet–induced obesity on embryo brain cortex.***A*, comparative body weight gain (grams) of the control (normal chow) and the HFD groups of female rats prior to and during gestation. *B*, plasma-free fatty acid concentration (nmol/μl) in pregnant rats on control and HFDs at the time of their sacrifice at gestational stages, E14.5, E16.5, and E18.5. *C*, schematic representation of embryo brain isolation and sectioning for immunohistochemistry comparing normal and HFD embryo brains at stages E14.5, E16.5, and E18.5. *D*, measurement of lipid accumulation through Nile Red staining in control and HFD embryo brain cortex at E14.5, E16.5, and E18.5. The scale bar represents 100 μm. *E*, quantitation of Nile Red fluorescence intensity (*panel C*) normalized to 4′,6-diamidino-2-phenylindole. *F*, TUNEL staining of control and HFD embryo brain cortex at E14.5. The scale bar represents 0.5 cm. *G*, TUNEL-positive cells were counted to quantify and analyzed with reference to a positive and negative control in the stained sections. *H*, Western blotting was used for the expression of Parp and cleaved Parp on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin was used as the loading control. *I*, densitometric quantitation of Western blots from *panel H*:cleaved Parp levels are plotted relative to total Parp. The data (*bars*) are represented as mean ± SD. n = 3. ∗∗*p* < 0.01, ∗*p* < 0.05, n/s, not significant.

### Maternal obesity impairs cell differentiation during embryonic cortical neurogenesis

Next, we investigated the expression of markers related to cell proliferation and differentiation at specific embryonic stages. The frontal lobe sections were immunostained for KI67 and β-TUBULIN III for cell proliferation and neuronal production, respectively. The embryonic brain cortex of obese animals showed an increased β-TUBULIN III expression compared to control, whereas KI67 was unaltered (Fig. 2, *A* and *B*) at E18.5. To correlate these changes with markers and regulators of neural stem cell fate, we analyzed the expression of PAX6 and TBR1, which regulate neural stem cell proliferation and differentiation, respectively, in the developing embryo brain cortex (12). The levels of TBR1 were substantially higher, whereas PAX6 showed a subtle but significant decrease in obese rat embryos at E18.5 than controls (Fig. 2, *C* and *D*). To confirm these changes, Western blotting was performed on the prefrontal cortices of control and obese animals at developmental stages E14.5, E16.5, and E18.5. The expression of TBR1 was higher in obese animals at all three stages, whereas a mixed result was observed for PAX6 expression in Western blots where its expression was higher in HFD at E14.5, decreased at E16.5 and no significant change was observed at E18.5 (Fig. 2, *E* and *F*). The expression of cell proliferation markers KI67 and PCNA was lower in obese animals at E14.5 than controls, with inconsistent changes at the other two stages (Fig. 2, *E* and *F*). Additionally, β-TUBULIN III expression was higher in obese animals at all three stages, though the increase was not statistically significant at E16.5 (Fig. 2, *E* and *F*).

**Figure 2:**
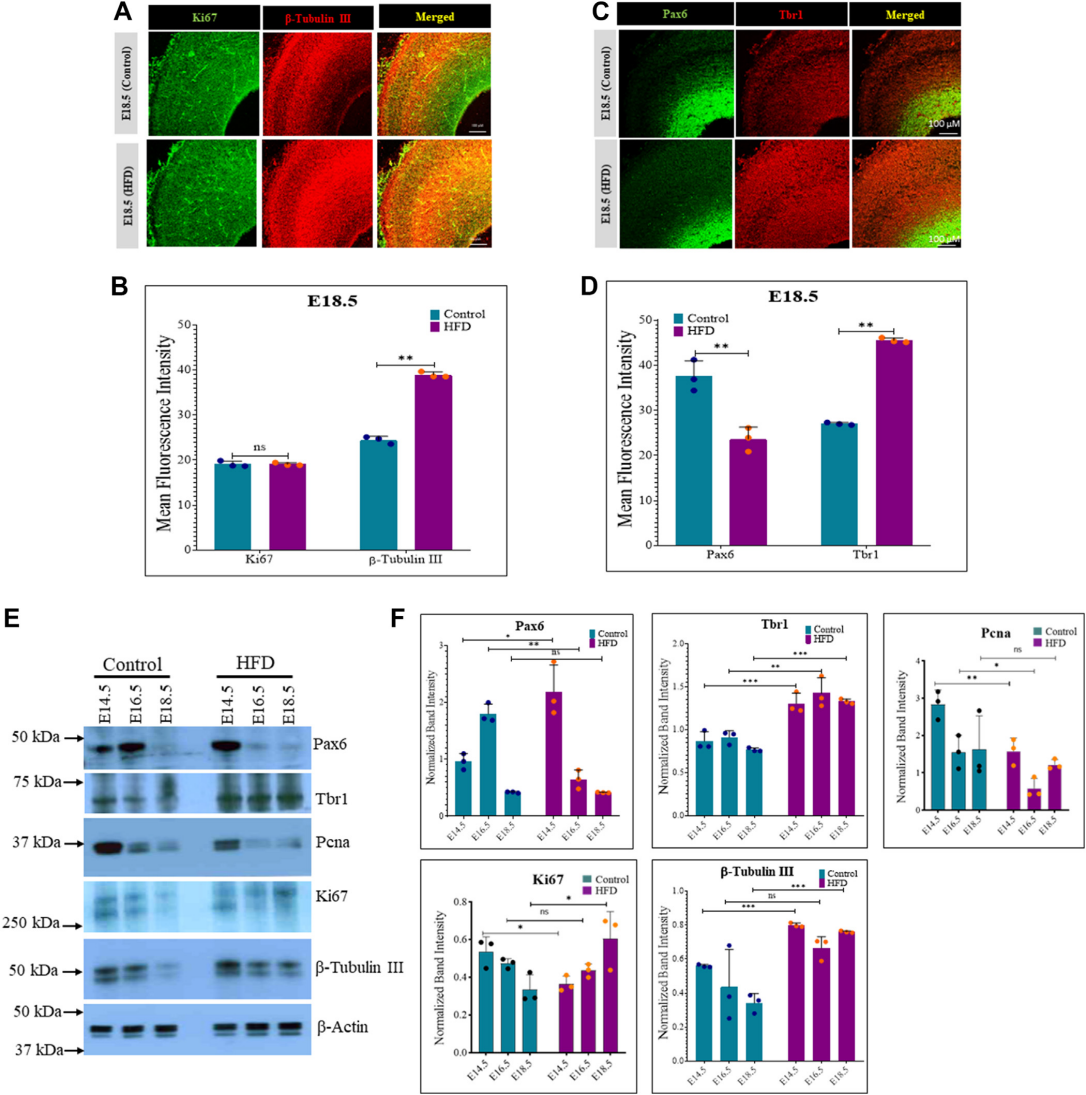
**Maternal obesity causes cell proliferation and differentiation imbalance during embryonic cortical neurogenesis.***A* and *B*, immunostaining in control and HFD embryo brain cortex at E18.5 for cell proliferation marker Ki67 and neuronal marker β-tubulin III (*A*) and neural cell markers, Pax6 and Tbr1 (*B*). The scale bar represents 100 μm. *C* and *D*, fluorescence intensity from *panel A and B* was quantified using ImageJ (Fiji) software and normalized to TO-PRO-3 nuclear staining intensity. *E*, Western blot analysis for the expression of Pax6, Tbr1, Ki67, Pcna, and β-tubulin III on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin was used as the loading control. *F*, densitometric quantitation of Western blots from *panel E*. n = 3. The data (*bars*) are represented as mean ± SD. ∗∗*p* < 0.01 and ∗*p* < 0.05. n/s, not significant; HFD, high-fat diet.

We also analyzed the expression of astroglial markers in the control and HFD embryo cortex at E18.5 by immunostaining. Sections stained for early astrocyte marker GFAP showed increased numbers of GFAP + cells in the HFD embryo cortex compared to control, whereas pan astrocyte marker S100β showed an opposite pattern with reduced numbers of S100β+ cells in the HFD embryo cortex (Fig. 3, *A* and *B*). These changes were further confirmed through Western blot analysis of GFAP and S100β (Fig. 3, *E* and *F*). The levels of oligodendrocyte marker, OLIG2, showed minimal alterations in control *versus* HFD sections (Fig. 3, *C* and *D*). However, Western blot analysis for OLIG2 showed significantly reduced expression in the HFD cortex at all three stages of embryo development. In contrast, HFD embryo brain sections showed increased numbers of mature oligodendrocyte marker, MBP than controls, which was further confirmed through Western blot analysis, suggesting altered oligodendrocyte production in HFD embryo brain cortex compared to control (Fig. 3, *E* and *F*). In summary, these findings suggest an imbalance in the proliferation and differentiation of neural stem cells in the developing embryonic brain cortex, with increased neuronal and astroglial marker expression in embryos from rats subjected to HFD-induced obesity, compared to those on a normal diet.

**Figure 3:**
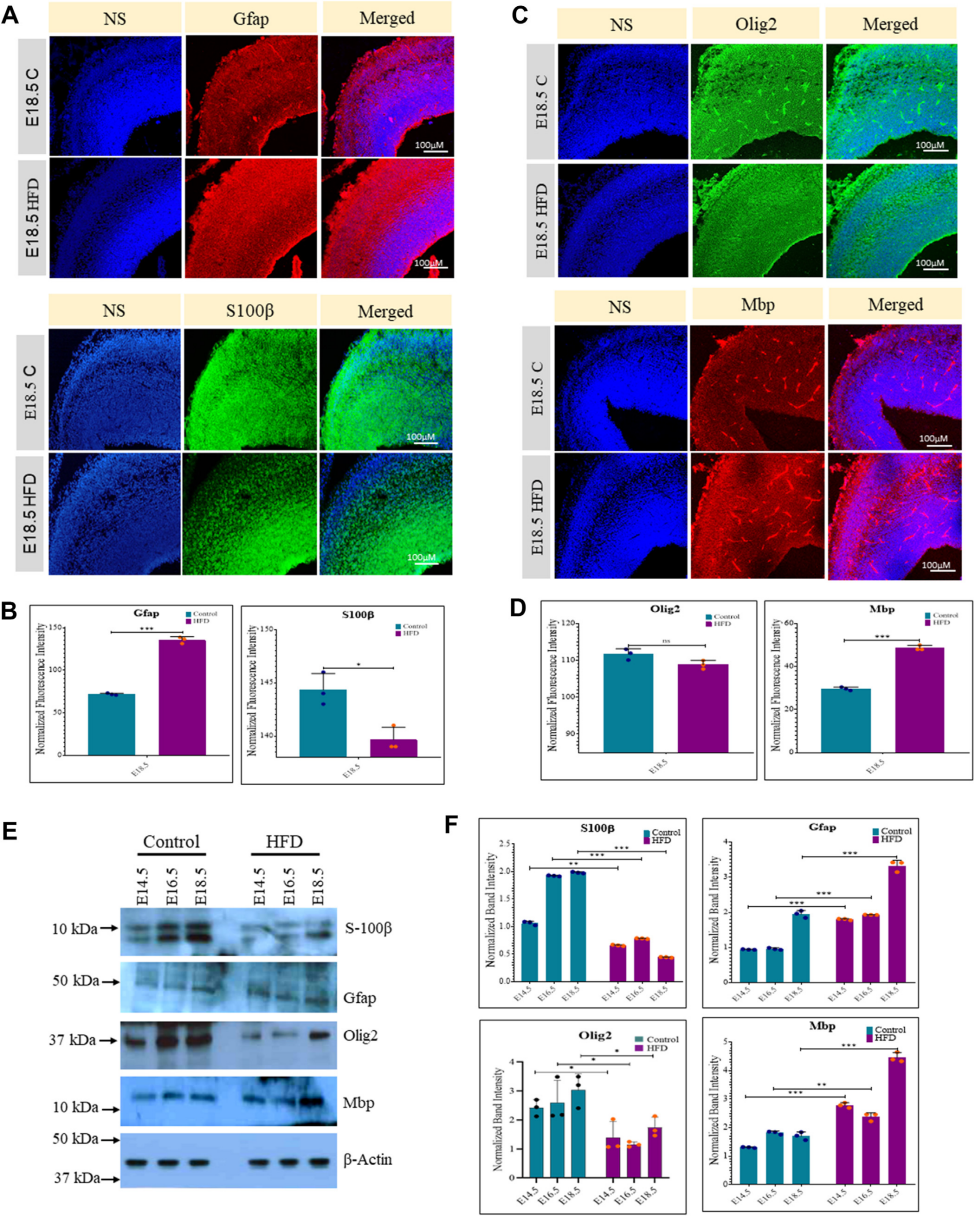
**Maternal obesity causes increased astrocyte and oligodendrocyte marker expression in the embryo brain cortex.***A*, immunostaining for the expression of astrocyte markers, Gfap and S100β in the control and HFD embryo brain cortex at E18.5 stage. The scale bar represents 100 μm. *B*, fluorescence intensity from *panel A* was quantified using ImageJ (Fiji) software and normalized to TO-PRO-3 nuclear staining intensity. *C*, immunostaining for the expression of oligodendrocyte markers, Olig2 and Mbp in the control and HFD embryo brain cortex at E18.5 stage. The scale bar represents 100 μm. *D*, fluorescence intensity from *panel C* was quantified using ImageJ (Fiji) software and normalized to TO-PRO-3 nuclear staining intensity. *E*, Western blot analysis for the expression of Gfap, S100β, Olig2, and Mbp on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin was used as the loading control. *F*, densitometric quantitation of Western blots from *panel E*. n = 3. The data (*bars*) are represented as mean ± SD. ∗∗*p* < 0.01 and ∗*p* < 0.05. n/s, not significant; HFD, high-fat diet.

### Maternal obesity disrupts developmental and AKT signaling pathways in the brain cortex of the developing embryo

To understand the molecular basis of these phenotypic changes, we performed RNA-seq on the frontal lobes of embryo brains from all three developmental stages, E14.5, E16.5, and E18.5. DESeq2 was used to identify differentially expressed genes (DEGs) between control and HFD samples. The highest numbers of DEGs were identified on E14.5 with a total of 621 genes, out of which 373 genes were upregulated and 248 were downregulated significantly (*p* value 0.5). These numbers decreased subsequently at E16.5 and E18.5, showing a total of 277 and 238 DEGs, respectively (Fig. 4*A*). Pathway analysis on the list of DEGs from E14.5 showed axonal guidance signaling as the most highly enriched pathway. In addition, several major developmental signaling pathways—including the *Notch* pathway, *Wnt/β-catenin*, *Tgf-β* and *Igf1* signaling pathways—were enriched, among others (Fig. 4*B*). Interestingly, we noticed that affected genes of *Wnt/β-catenin*, *Tgf-β* and *Igf1* signaling pathways were mostly upregulated, whereas *Notch* pathway genes were mostly downregulated, specifically on E14.5. We also found that several growth factors and receptor tyrosine kinases were upregulated on E14.5. In addition, many gene-specific transcription factors (TFs) with prominent roles in embryonic neurodevelopment were also differentially expressed (Fig. 4*C*). To validate these results, we did real-time quantitative polymerase chain reaction (qPCR) analysis on 11 top DEGs, which showed changes similar to that observed in RNA-seq (Fig. 4*D*). This demonstrates that developmental signaling pathways may have been impaired in the developing embryo brain cortex of mothers on HFD.

**Figure 4:**
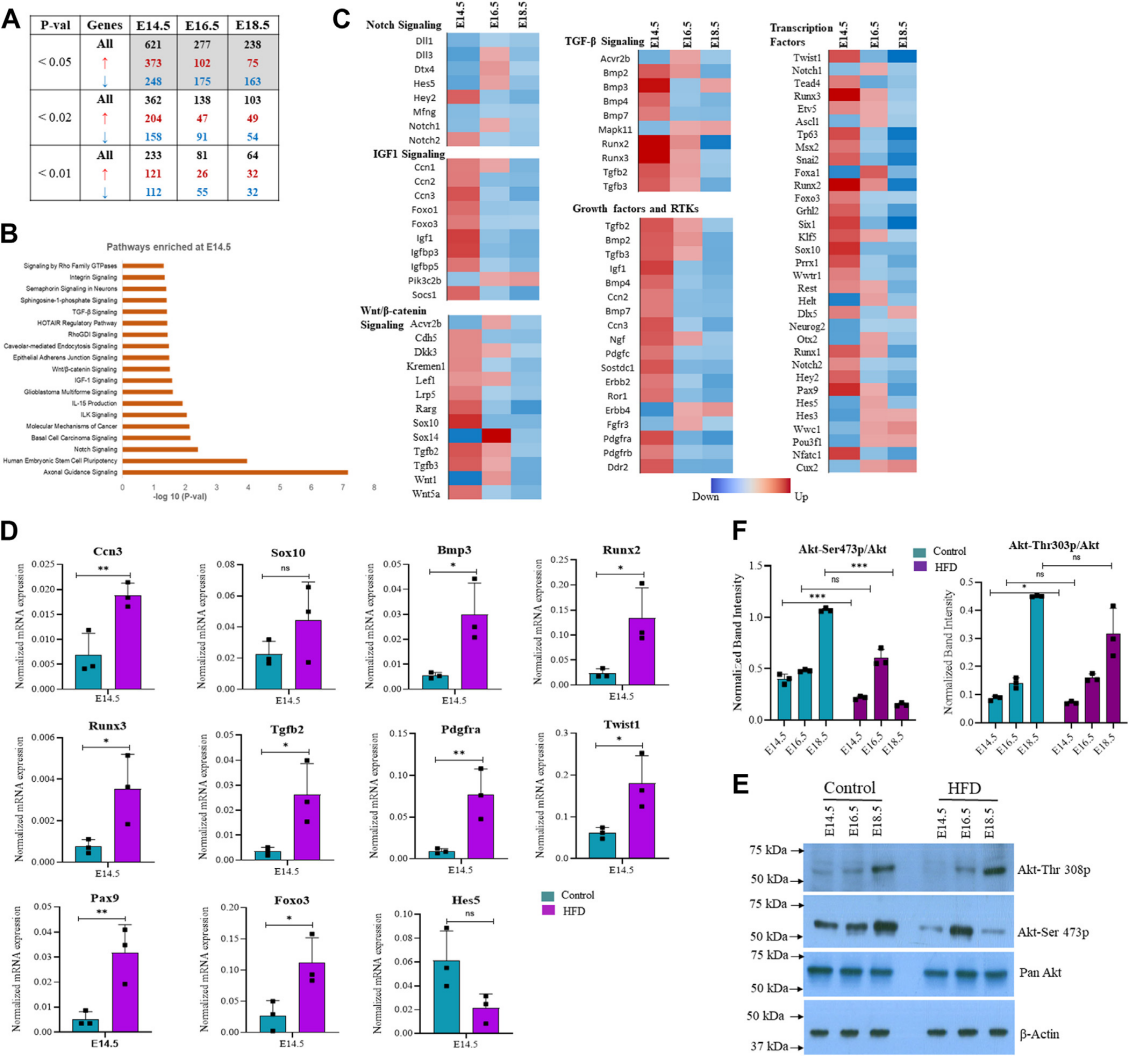
**Effect of maternal obesity on the transcriptome of embryo brain cortex.***A*, differentially expressed genes (DEGs) analysis led to the identification of genes that were upregulated or downregulated in the HFD embryo brain cortex compared to controls at E14.5, E16.5, and E18.5 stages with different *p* values. n = 2. *B*, ingenuity pathway analysis was performed on the genes significantly affected (*p* value < 0.5) in HFD embryo brain cortex compared to control at E14.5. *C*, heat map of select transcription factor and signaling pathway regulator genes identified by ingenuity pathway analysis from the list of significantly affected genes. *D*, validation of the top 11 DEGs identified from RNA-seq analysis of the E14.5 embryonic brain cortex using real-time PCR with gene-specific primers. Bar plots display the normalized Ct values of the target genes, adjusted relative to 18S rRNA, which served as the internal control. *E*, Western blot analysis for the expression of Akt-Thr308p, Akt-Ser473p, and total Akt on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin was used as the loading control. *F*, densitometric quantitation of Western blots from *panel D*: Akt-Thr308p and Akt-Ser473p levels are plotted relative to total Akt. n = 3. The data (*bars*) are represented as mean ± SD. ∗∗*p* < 0.01 and ∗*p* < 0.05. n/s, not significant; HFD, high-fat diet.

It is well established that various growth factors and receptor tyrosine kinases signal through the AKT pathway, which plays a critical role in cell proliferation and survival.

(13, 14, 15). In our study, we found these processes to be affected in the brain cortex of embryos from HFD-exposed mothers (Figs. 1 and 2). Moreover, AKT signaling is known to regulate neurodevelopmental processes and dysregulation of its function is associated with several neurodevelopmental disorders (16, 17). Western blotting for AKT-Thr308p and AKT-Ser473p levels showed significantly reduced expression in the HFD embryo brain cortex compared to the control group at E14.5, whereas only AKT-Ser473p was reduced at E18.5. In contrast, an increase in AKT-Ser473p was observed at E16.5 in the HFD embryo brain cortex. No change was observed in the levels of total AKT (Fig. 4, *E* and *F*).

Significantly reduced AKT phosphorylation in HFD embryo brains, particularly on E14.5, reflects a feature of insulin resistance, which is often associated with obesity and an HFD (18, 19). Noticeably, these changes were dynamic and thus returned to normal or were reversed at later stages of development. These findings suggest a potential role of AKT signaling in cell proliferation/differentiation defects and cell death, which we have observed in developing embryo brains of HFD-fed rats.

### Maternal obesity alters EZH2 and histone modifications in the developing embryo brain cortex

To identify the mechanisms of gene expression changes observed due to maternal obesity, we performed *in silico* TF enrichment analysis on the list of DEGs affected more than 2-folds. We found SUZ12 and EZH2 to be the most significantly enriched proteins for these DEGs (Fig. S1). EZH2 and SUZ12 are components of the PRC2 transcriptional repressor complex where EZH2 is the histone methyl-transferase, which transfers methyl groups to histone H3 at lysine (K)27. Trimethylation of H3 at K27 (H3K27me3) is an important epigenetic mechanism associated with gene repression and dynamically regulates key developmental genes during neurodevelopment (20, 21). Previous studies have shown that EZH2 and H3K27me3 play a role in maternal obesity–induced alterations in osteoblast and adipogenic differentiation in fetal mice (22, 23). Moreover, EZH2 is found to be phosphorylated at specific sites by various protein kinases, including AMPK and AKT (24, 25), which modulate its function. Conversely, EZH2 is found to regulate AKT phosphorylation during hippocampal neurogenesis as EZH2 deletion significantly reduced AKT phosphorylation in mice (26). Previous studies have also reported that EZH2 is essential for neural stem cell proliferation by inhibiting the expression of genes related to neuronal differentiation (27). Therefore, we checked the protein expression of EZH2 in the control and HFD embryo cortex and found significantly reduced expression at E14.5, whereas the changes were non-significant at E16.5 and E18.5 stages (Fig. 5, *A* and *B*). We then looked at two specific threonine (Thr) residues, Thr311 and Thr487 phosphorylation of EZH2, which affect its catalytic activity (24, 28) and were found to be activated due to metabolic perturbations (29). We found the levels of EZH2-Thr311p to be significantly higher in HFD embryos than controls, particularly on E14.5 and E16.5 with no significant change observed at E18.5. Whereas, EZH2-Thr487p levels showed no significant difference at E14.5 and E16.5 but were significantly upregulated at E18.5 in HFD embryos (Fig. 5, *A* and *B*).

**Figure 5:**
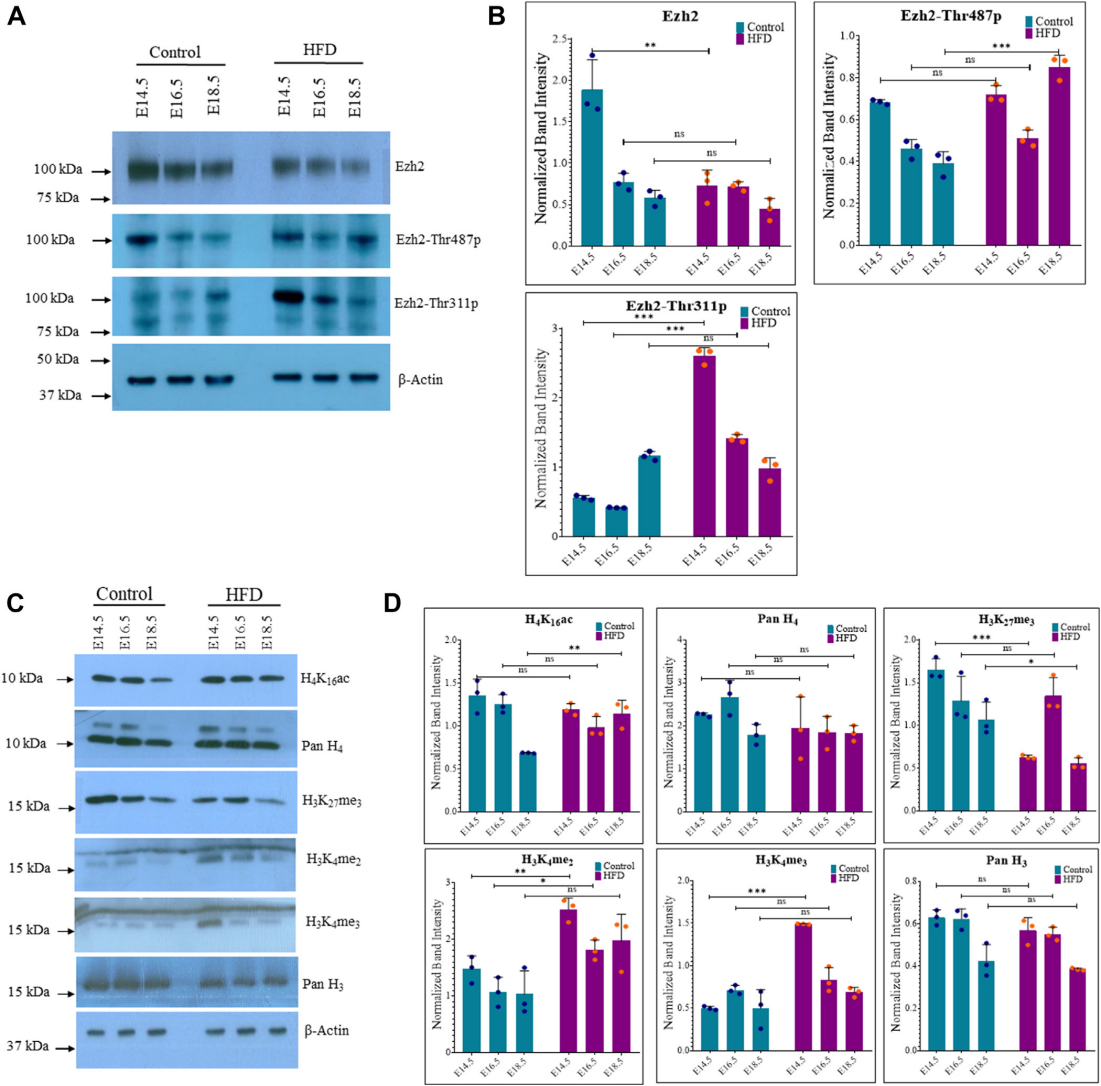
**Maternal obesity affects Ezh2 and alters global histone modifications in the embryo brain cortex.***A*, Western blot analysis for expressing Ezh2-Thr311p, Ezh2-Thr487p, and total Ezh2 on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5 and E18.5 stages. The expression of β-Actin was used as the loading control. *B*, densitometric quantitation of Western blots from *panel A*. *C*, Western blot analysis for the expression of histone modifications, H3K27me3, H3K4me4, H3K4me2, pan H3, H4K16Ac, and pan H4 on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin was used as the loading control. *D*, densitometric quantitation of Western blots from *panel C*. n = 3. The data (*bars*) are represented as mean ± SD. ∗∗*p* < 0.01 and ∗*p* < 0.05. n/s, not significant; HFD, high-fat diet.

Since EZH2 expression and its phosphorylation are altered in HFD embryos, we focused on H3K27me3 and other histone modifications known to cross-talk with it, such as H3K4me and H3K27Ac. Western blotting revealed that H3K27me3 levels were significantly reduced at E14.5 and E18.5, with no significant difference observed at E16.5. Conversely, both H3K4me2 and H3K4me3 levels were significantly elevated at E14.5. At E16.5, H3K4me2 levels remained elevated, while H3K4me3 showed no change. No differences were observed in either H3K4me2 or H3K4me3 at E18.5 in the HFD embryo brain cortex compared to controls (Fig. 5, *C* and *D*). We also examined the levels of total H4 and H4K16Ac, and although no significant changes were observed, there was a slight reduction in total H4 on E16.5 (Fig. 5, *C* and *D*). We also found levels of global H3Ac to be higher on E14.5, H3K27Ac to be higher on E14.5 and E16.5, and the levels of H3K14Ac to be higher on E14.5 in HFD embryo brain cortex. In contrast, no difference between control and HFD was observed for H3K9Ac, whereas H3K18Ac showed a subtle decrease on E18.5 (Fig. S2).

This suggested that maternal obesity causes specific histone modification alterations in the embryo brain cortex. In particular, repressive histone modification H3K27me3 is reduced on E14.5, possibly due to altered EZH2 expression and phosphorylation levels. This change was associated with H3K4me2 and H3K4me3 upregulation, a mark associated with gene activation. In addition, H3K27Ac levels were also increased, possibly also due to reduced H3K27me3. These changes raise the possibility that promoters which are kept repressed due to the H3K27me3 mark during cortical development may have been derepressed due to maternal obesity, leading to erroneous transcriptional activation observed in RNA-seq.

### Maternal obesity reduces H3K27me3 levels at promoters and transcriptional derepression in the developing embryo brain cortex

To explore the potential alteration of histone modifications in specific gene regulatory regions of chromatin due to maternal obesity, we conducted chromatin immunoprecipitation sequencing (ChIP-seq) for H3K27me3, H3K4me4, and total H3, which exhibited global changes, as well as for H4K16Ac and total H4, which remained unaltered in the HFD embryo brain cortex. ChIP was done on the embryo brain cortex (frontal lobe) dissected out on E14.5 from embryos of control and HFD rats using specific antibodies and processed for high-throughput sequencing. 

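ChIP-seq libraries from the cortex of E14.5 embryos were made with 5 antibodies (H3K27me3, H3K4me3, total H3, H4K16Ac and pan H4) from control and HFD dams. Each antibody and diet had 3 libraries, 30 in all. The labels of replicate 3 of the control total H3 libraries name both diets. It was taken as control here, because its title and its peak list name the control diet and the paper states that the experiments were done in triplicates. The authors aligned the reads to the rat genome build rn6 with bowtie2 and called peaks with MACS2, and they deposited 1 peak list for the 3 libraries of each antibody and diet. The lists of H3K27me3 and H4K16Ac hold broad peaks, and those of the other antibodies hold narrow peaks. For every peak a list gives its position and, as the authors' values, the fold enrichment over the local background and the −log10 of its p and q. The diets were compared by counts, overlap and covered length, for which these values only filtered or ranked peaks within a list. As the libraries of a diet share 1 list, no difference between the diets could be set against the spread between replicates, and the 95% Wilson intervals given with shares cover counting error only. The authors' threshold was lenient, since the 10 lists hold peaks with a q of up to 0.50. The depth behind each list was read from the peaks themselves, because the most frequent fold enrichment of a list, with its p, gives the background pileup that MACS2 used. This was 0.880 fragments per base for control H3K27me3 and 0.351 for HFD H3K27me3, so that the HFD list rested on 39.9% of the control background. For the other antibodies the HFD background was 87.7% (H3K4me3), 111.2% (total H3), 108.6% (H4K16Ac) and 109.6% (pan H4) of the control background.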

Peaks were called using Macs2 program. 

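No rn6 gene annotation was used here, so that peaks could not be assigned to transcription start sites or to named genes. H3K4me3 marks the promoters of active genes, and the H3K4me3 peaks of the control list were taken in place of the start sites, a choice fixed before the data were examined. This gave 113056 promoter regions, each reaching 2500 bp to either side of the strongest H3K4me3 summit. Together their windows cover 511 Mb. As that list holds peaks with a q of up to 0.50, not every region need be a promoter. At −log10 q of at least 5, 31019 regions are left. Start sites without an H3K4me3 peak in control are not among the regions, so that promoters with H3K27me3 alone were not counted. The windows held 83.4% of the control H3K27me3 peaks and 71.8% of the HFD H3K27me3 peaks. For total H3 these shares were 67.9% and 66.6%, for H4K16Ac 58.2% and 57.6%, and for pan H4 63.4% and 64.4%. As the control H3K4me3 list would find all of its own peaks, H3K4me3 itself was compared over 220966 regions drawn from the H3K4me3 lists of both diets, in which overlapping intervals of the diets count separately.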

We focused on peaks enriched at −2500 bp to +2500 bp around the transcription start sites (TSS). Heat maps and line plots (for upregulated genes in HFD) showed a significantly reduced H3K27me3 levels around TSS, which correlated with global H3K27me3 changes. 

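An H3K27me3 peak lay in 54008 of the promoter regions in control (47.8%, 95% Wilson interval 47.5% to 48.1%) and in 39166 in HFD (34.6%, 34.4% to 34.9%), an HFD over control ratio of 0.725. Both diets had a peak in 30221 regions, only control in 23787 and only HFD in 8945. The length of the windows covered by H3K27me3 peaks was 42.4 Mb in control and 24.1 Mb in HFD, a ratio of 0.569. The threshold moved this result most. With only peaks of −log10 q of at least 5, for H3K27me3 and for the H3K4me3 peaks that define the regions, 31019 regions were left, of which 16931 (54.6%) had an H3K27me3 peak in control and 651 (2.10%) in HFD. When the control list was shortened to as many peaks as the HFD list, the ratio was 0.812. These counts are over all promoter regions and not over the upregulated genes alone. Of the 16607 control H3K27me3 peaks with −log10 q of at least 5, 16324 (98.3%) overlapped a control H3K4me3 peak of the same threshold by at least 1 bp, against 4.35% after a shift of 100000 bp. The overlap was as high with total H3 (97.5%) and pan H4 (98.5%) peaks of that threshold, of which there are more (83882 and 78932). It was 83.0% with H4K16Ac, whose 37297 peaks are close in number to the 36694 of H3K4me3. The overlap leaves open that H3K4me3-bearing DNA in the control H3K27me3 libraries adds to these counts, as set out under the other observations.

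**Figure D1:**
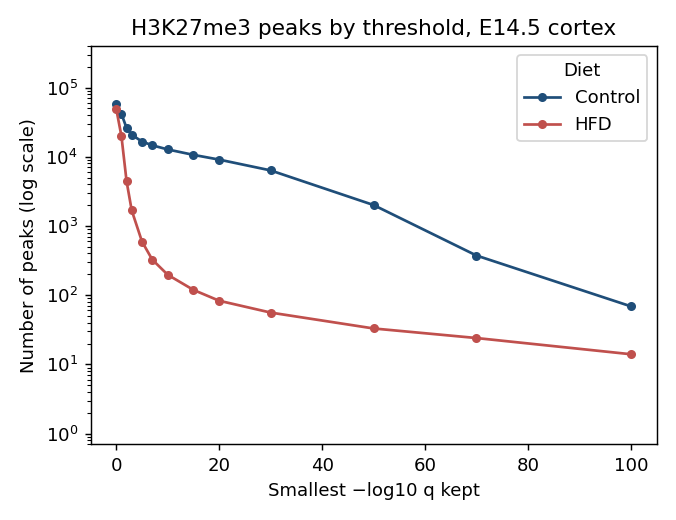
Number of H3K27me3 peaks (vertical axis, log scale) that remain when only peaks of at least the −log10 q on the horizontal axis are kept, with 1 line for each diet and 0 standing for the list as deposited. At a −log10 q of 50 the control list holds 2008 peaks and the HFD list 33.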

At the same time, H3K4me3 levels were also slightly reduced in HFD samples. 

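Over the regions of both H3K4me3 lists, an H3K4me3 peak lay within 2500 bp of 189559 in control (85.8%, 95% Wilson interval 85.6% to 85.9%) and of 183339 in HFD (83.0%, 82.8% to 83.1%), a ratio of 0.967. As the windows were drawn from both lists, they held 100% of the H3K4me3 peaks of each diet. The covered length, 67.1 Mb in control and 62.0 Mb in HFD (a ratio of 0.925), is therefore that of the whole lists. Each list also found all of its own intervals, 113056 in control and 107919 in HFD. The ratio of 0.967 thus partly restates the lengths of the lists. In the lists as a whole, 123221 peaks were called in control and 117684 in HFD. With the control list thinned at random to the background pileup of the HFD list, 115736 peaks were expected (115616 to 115863 in 20 draws). At −log10 q of at least 5 the numbers were 36694 and 36734, so that the lower count in HFD was not seen at that threshold. The covered length was still lower in HFD there, with a ratio of 0.940. The direction of the count turned on the cutoff, with 96187 in control and 101279 in HFD at 1, and 29610 and 28733 at 7. Among the strongest peaks, those of at least 50, there were 9465 in control and 6152 in HFD, with 8297 expected from the thinned control list. An HFD peak overlapped 58.4% of the control peaks (95% Wilson interval 58.1% to 58.7%), against 7.33% after the shift.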

Total H3 levels did not show any change. 

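Total H3 peaks lay in 93987 promoter regions in control (83.1%, 95% Wilson interval 82.9% to 83.4%) and in 94842 in HFD (83.9%, 83.7% to 84.1%), a ratio of 1.01. The length covered in the windows was 68.7 Mb in control and 68.9 Mb in HFD. Over the genome the control list held 193795 peaks and the HFD list 203273, a ratio of 1.05. Of the control peaks, 75.1% were overlapped by an HFD peak, where the shifted positions gave 13.4%. Dividing the H3K27me3 ratio at promoter regions by that of total H3 left it at 0.719.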

H4K16Ac levels also did not change, whereas total H4 showed a slightly increased level in HFD samples (Fig. 6, *A* and *B*). 

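H4K16Ac peaks lay in 101075 promoter regions in control (89.4%, 95% Wilson interval 89.2% to 89.6%) and in 100529 in HFD (88.9%, 88.7% to 89.1%). Pan H4 peaks lay in 99480 regions in control (88.0%, 87.8% to 88.2%) and in 98941 in HFD (87.5%, 87.3% to 87.7%). The HFD over control ratio was 0.995 for each. By covered length, H4K16Ac fell from 124.5 Mb to 119.8 Mb of the windows and pan H4 rose from 78.7 Mb to 81.1 Mb. The covered length of H4K16Ac was instead higher in HFD at −log10 q of at least 5, with a ratio of 1.09. The HFD list held 1.01 times as many H4K16Ac peaks as the control list and 1.03 times as many pan H4 peaks. At −log10 q of at least 5 these ratios were 1.12 for H4K16Ac, from 37297 to 41854 peaks, and 1.67 for pan H4, from 78932 to 131918 peaks. Shared positions were frequent, with 80.9% of the control H4K16Ac peaks and 74.0% of the control pan H4 peaks overlapped by an HFD peak, against 22.4% and 14.5% after the shift.

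**Figure D2:**
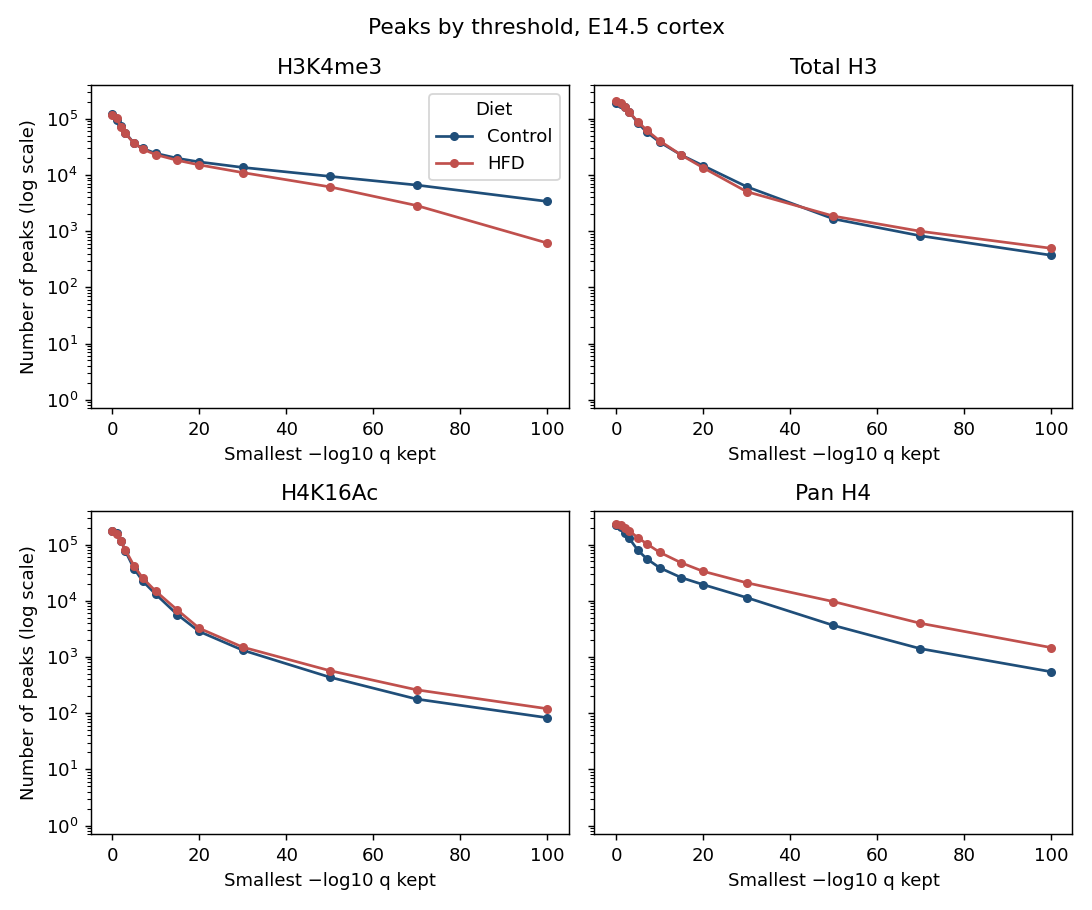
Number of peaks (vertical axis, log scale) that remain when only peaks of at least the −log10 q on the horizontal axis are kept, for H3K4me3, total H3, H4K16Ac and pan H4, with 1 line for each diet and 0 standing for the list as deposited. At a −log10 q of 50 the pan H4 lists hold 3639 peaks in control and 9640 in HFD, and the total H3 lists 1654 and 1855.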

When we looked at individual genes which were found to be differentially expressed in RNA-seq, we found interesting correlations between RNA expression changes and these histone modifications. For instance, *Pdgfra*, *Ccn3*, and *Bmp4*, which exhibited upregulation in HFD samples, demonstrated decreased levels of H3K27me3 and increased levels of H3K4me3. Conversely, *Wnt1*, whose mRNA expression was decreased in HFD, displayed elevated levels of H3K27me3 in HFD samples (Fig. 6*C*). We also noticed that several developmental regulatory TFs, which normally do not express in the developing cortex during neurogenesis, were upregulated in RNA-seq; for example, *Pax9*, *Six1*, *Twist1*, and *Dlx5*. When we looked for these genes in ChIP-seq, we found H3K27me3 to be reduced with a concomitant increased enrichment of H3K4me3 (Fig. 6*D*). We also validated ChIP-seq results independently by ChIP-qPCR analysis on six upregulated genes, which showed changes similar to that observed in ChIP-seq analysis (Fig. 6*E*). In addition, we also did ChIP-qPCR analysis on the same genes for H3K27Ac modification, which we expected to be affected on target genes due to reduced H3K27me3 enrichment. Indeed, H3K27Ac was increased significantly in the HFD embryo brain cortex at the promoters of four out of six upregulated genes analyzed here compared to controls (Fig. S3).

**Figure 6:**
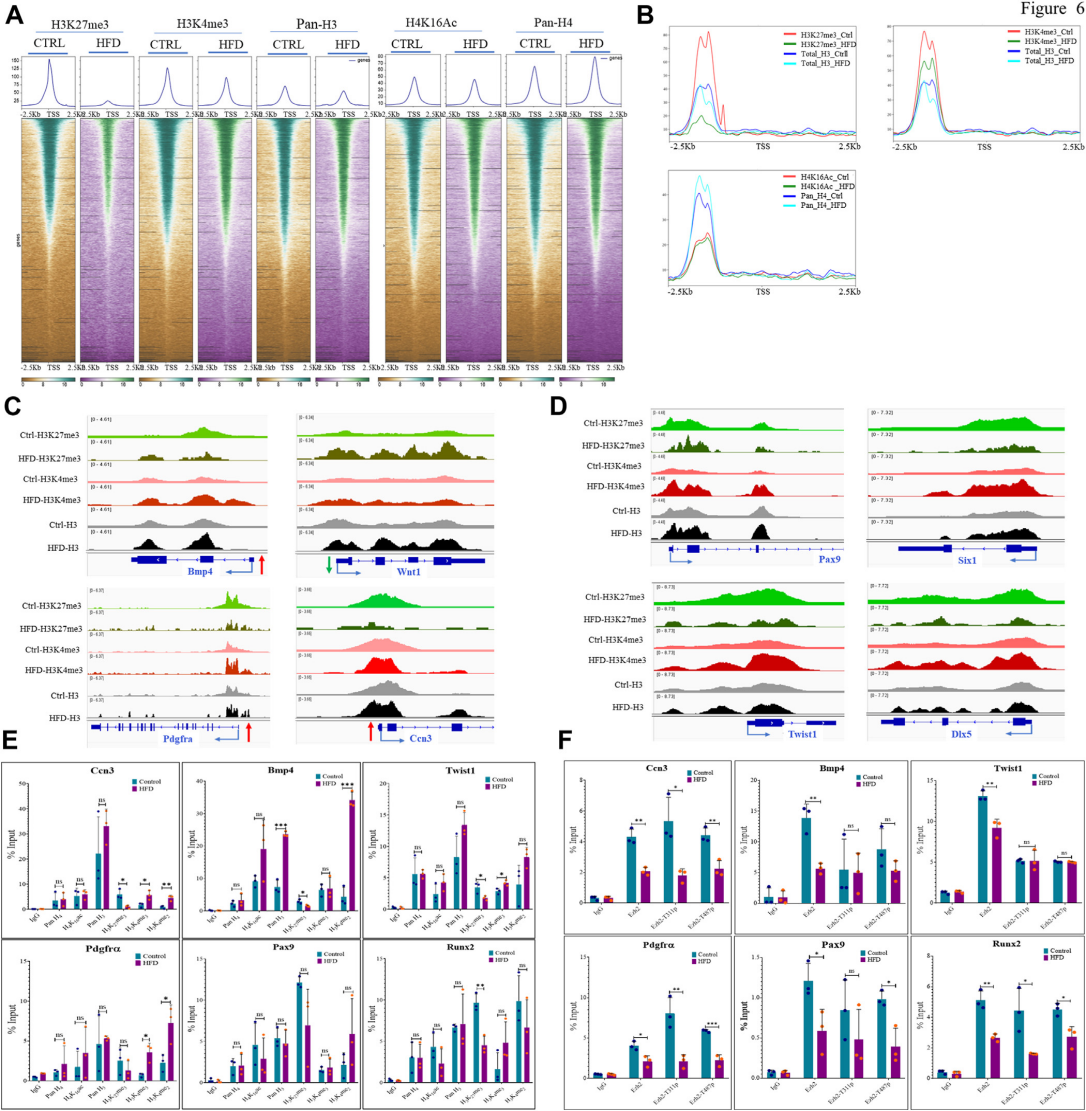
**Maternal obesity is associated with reduced H3K27me3 levels on gene promoters, contributing to transcriptional derepression.***A*, heat map of ChIp-seq data showing enrichments at −2500 bp to +2500 bp around the transcription start site (TSS) for histone H3 and H4 and modifications, H3K27me3, H3K4me3, and H4K16Ac in control and HFD embryo brain cortices from E14.5. *B*, line plots for ChIP-seq enriched peaks at −2500 bp to +2500 bp around the TSS (H3K27me3, H3K4me3, H3, and H4K16Ac, H4) on the list of genes upregulated in RNA-seq in HFD embryo brain cortices compared to control at E14.5. *C*, ChIP-seq peaks for H3K27me3, H3K4me3, pan H3 correlation with gene expression changes (*red arrow* = upregulation; *green arrow* = downregulation) observed in RNA-seq for four genes, *Bmp4*, *Wnt1*, *Pdgfra*, and *Ccn3* in control and HFD embryo brain cortices from E14.5. *D*, ChIP-seq peaks for H3K27me3, H3K4me3, pan H3 correlation with gene expression changes (upregulation) observed in RNA-seq for four noncortical TFs genes, *Pax9*, *Six1*, *Twist1*, and *Dlx5* in control and HFD embryo brain cortices from E14.5. *E*, ChIP-qPCR was done to analyze the enrichment of pan H4, H4K16Ac, pan H3, H3K27me3, and H3K4me3 at the promoter (−500 to +500 bp of TSS) of six upregulated genes, *Ccn3*, *Pgdfra*, *Bmp4*, *Twist1*, *Pax9*, and *Runx2* in control and HFD embryo brain cortices at E14.5. ChIP with IgG was used as control. Input is the total DNA. *F*, ChIP-qPCR to analyze the enrichment of the Ezh2, Ezh2-Thr311p, and Ezh2-Thr487p at the promoter (−500 to +500 bp of TSS) of six upregulated genes, *Ccn3*, *Pgdfra*, *Bmp4*, *Twist1*, *Pax9*, and *Runx2* in control and HFD embryo brain cortices from E14.5. ChIP with IgG was used as a control. Input is the total DNA. n = 3. The data (*bars*) are represented as mean ± SD. ∗∗*p* < 0.01 and ∗*p* < 0.05. n/s, not significant; HFD, high-fat diet; qPCR, quantitative polymerase chain reaction; TF, transcription factor; ChIP-seq, chromatin immunoprecipitation sequencing.

These results suggest an imbalance of these repressive (H3K27me3) and activation (H3K4me3) histone modifications could have been directly involved in gene expression changes observed in HFD samples.

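The marks were set against each other at the promoter regions of the control H3K4me3 list. Of the regions with an H3K27me3 peak in control only, 19198 (80.7%, 95% Wilson interval 80.2% to 81.2%) still had an H3K4me3 peak in HFD. This share was 95.5% (95.3% to 95.8%) where both diets had H3K27me3, 66.0% (65.0% to 67.0%) where only HFD had it, and 42.8% (42.4% to 43.3%) in the 50103 regions where neither had it. With only peaks of −log10 q of at least 5 for both marks, 16105 of the 16341 regions with H3K27me3 in control only (98.6%) had an H3K4me3 peak in HFD. At that threshold the share was 99.7% where both diets had H3K27me3, 95.1% where only HFD had it and 53.2% where neither had it. With windows of 500 bp the share was 73.7% for H3K27me3 in control only, against 33.0% for neither diet. Where at least 500 bp of a window had to lie in peaks, these shares were 70.8% and 21.3%. The groups were not matched for control H3K4me3 strength. At −log10 q of at least 5, control H3K27me3 peaks overlapped 3.29% of the weakest 10% of control H3K4me3 regions and 100% of the strongest 10%. H3K4me3 strength was therefore not ruled out as the source of the differing shares. Nor was H3K4me3-bearing DNA in the control H3K27me3 libraries, a candidate given under the other observations. If it contributes, a region listed for H3K27me3 in control would tend to have an H3K4me3 peak for that reason alone. Peaks record presence at a threshold, so that a higher H3K4me3 level in HFD at a region was not measured. The paper starts from reduced H3K27me3 around start sites and the genes shown in Fig. 6, C to E. It proposes that an imbalance of the repressive and the activating mark may have taken part in the altered gene expression.

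**Figure D3:**
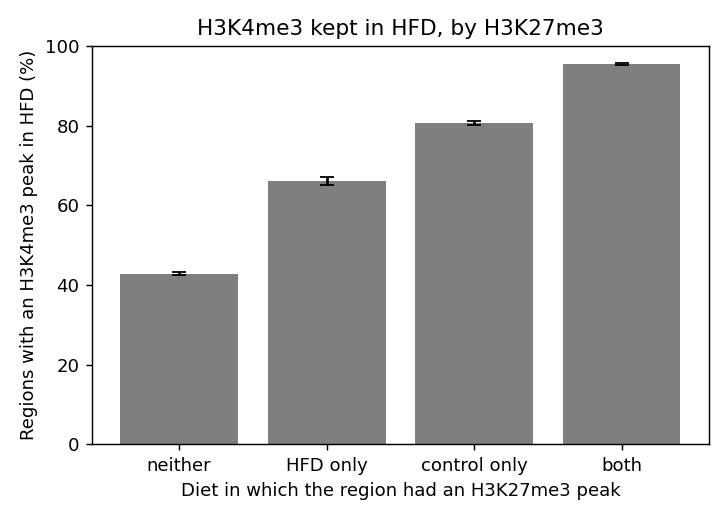
Percent of promoter regions with an H3K4me3 peak in HFD (vertical axis), for regions grouped by the diet in which they had an H3K27me3 peak (horizontal axis), with 95% Wilson intervals as error bars. The bar for control only stands at 80.7% and that for neither diet at 42.8%. The groups were not matched for H3K4me3 strength, and H3K4me3-bearing DNA in the control H3K27me3 libraries was not ruled out.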

Since Western blot analysis showed reduced EZH2 levels and increased EZH2-Thr311p and EZH2-Thr487p in the HFD embryo cortex, we examined chromatin association of EZH2 and phospho-EZH2 through ChIP-qPCR on select genes which have shown upregulation in RNA-seq. Results of ChIP-qPCR analysis for the promoters of 6 genes, *Ccn1*, *Bmp4*, *Twist1*, *Pdgfra*, *Pax9*, and *Runx2*, showed reduced enrichment for EZH2 as well as both EZH2-Thr311p and EZH2-Thr487p on the HFD embryo brain cortex compared to controls (Fig. 6*F*).

Based on these findings, we infer that maternal obesity resulting from an HFD leads to transcriptional derepression, likely due to decreased levels of H3K27me3 on the promoters of target genes with a concomitant increase in active histone mark, H3K4me3 and H3K27Ac during embryonic cortical neurogenesis. These changes could have resulted from reduced chromatin association of EZH2 on target gene promoters due to reduced expression and increased phosphorylation.

These findings enable us to deduce that the chromatin dysregulations may be responsible for the identified aberrations in neurogenesis and astrogliogenesis due to maternal obesity.

### AMPK-Thr172p shows an increased association with EZH2 in the HFD embryo brain cortex

Previous studies on EZH2-Thr311p have identified AMPK as the kinase responsible for this particular Thr-phosphorylation of EZH2 (24). Therefore, we checked the expression of AMPK and its phosphorylated form AMPK-Thr172p in the control and HFD embryo brain cortex. A small but significant reduction in AMPK protein levels was observed in the HFD embryo brain cortex, with decreases of approximately 30% at E14.5, 17% at E16.5, and 26% at E18.5., whereas AMPK-Thr172p did not show a significant change (Fig. 7, *A* and *B*). To examine the association between AMPK and EZH2, we performed coimmunoprecipitation (Co-IP) coupled with Western blotting. We first immunoprecipitated EZH2 using an anti-EZH2 antibody from cortical tissues collected at E14.5 of control and HFD embryos, followed by Western blotting using an anti-AMPK and anti-AMPK-Thr172p antibodies. Positive bands on Western blots for AMPK and AMPK-Thr172p confirmed the association between EZH2 and AMPK and AMPK-Thr172p, whereas IgG control samples were negative (Fig. 7, *C* and *D*). HFD samples showed a reduced association between EZH2 and AMPK, possibly due to reduced levels of AMPK in HFD samples compared to controls, as observed in input bands (Fig. 7, *C* and *D*) and Western blots (Fig. 7, *A* and *B*). Interestingly, however, an increased association between AMPK-Thr172p and EZH2 was observed in HFD samples, whereas input lanes did not show a change (Fig. 7, *C* and *D*). Since AMPK-Thr172p is known to phosphorylate EZH2 at Thr311, these results suggest that increased AMPK-Thr172p and EZH2 association could have resulted in increased EZH2-Thr311p levels observed in HFD (Fig. 5, *A* and *B*). We have previously reported that maternal hyperglycemia or increasing the levels of total O-GlcNAc also increased EZH2-Thr311p levels (29). Indeed, nonfasting blood glucose levels measured in animals before sacrifice on all three stages showed mild hyperglycemia in pregnant animals on HFD, with significant differences at E14.5 and E16.5 stages (Fig. S4). Therefore, we did Western blotting to check for the global O-GlcNAc levels in control and HFD samples using an anti-O-GlcNAc antibody. We did find a significant increase (approximately 60%) in the levels of total O-GlcNAc in the HFD samples compared to control at E14.5, however no significant change was observed at E16.5 and E18.5 stages (Fig. 7, *E* and *F*). Co-IP experiments with anti-O-GlcNAc antibody coupled with Western blotting of IP’d samples for EZH2 showed a positive band on Western blot, confirming EZH2 to be O-GlcNAcylated. Interestingly, EZH2-O-GlcNAc levels were lower in HFD samples than controls. Co-IP for EZH2-Thr311p found it to be O-GlcNAcylated as well, but in contrast to EZH2, O-GlcNAc levels on EZH2-Thr311p were significantly higher in HFD samples than control, whereas, both AMPK and AMPK-Thr172p were not O-GlcNcylated (Fig. 7, *G* and *H*). These results suggest that an O-GlcNAcylated EZH2 may be needed for its increased AMPK association and its Thr311 phosphorylation in HFD, although further research is required to confirm this hypothesis.

**Figure 7:**
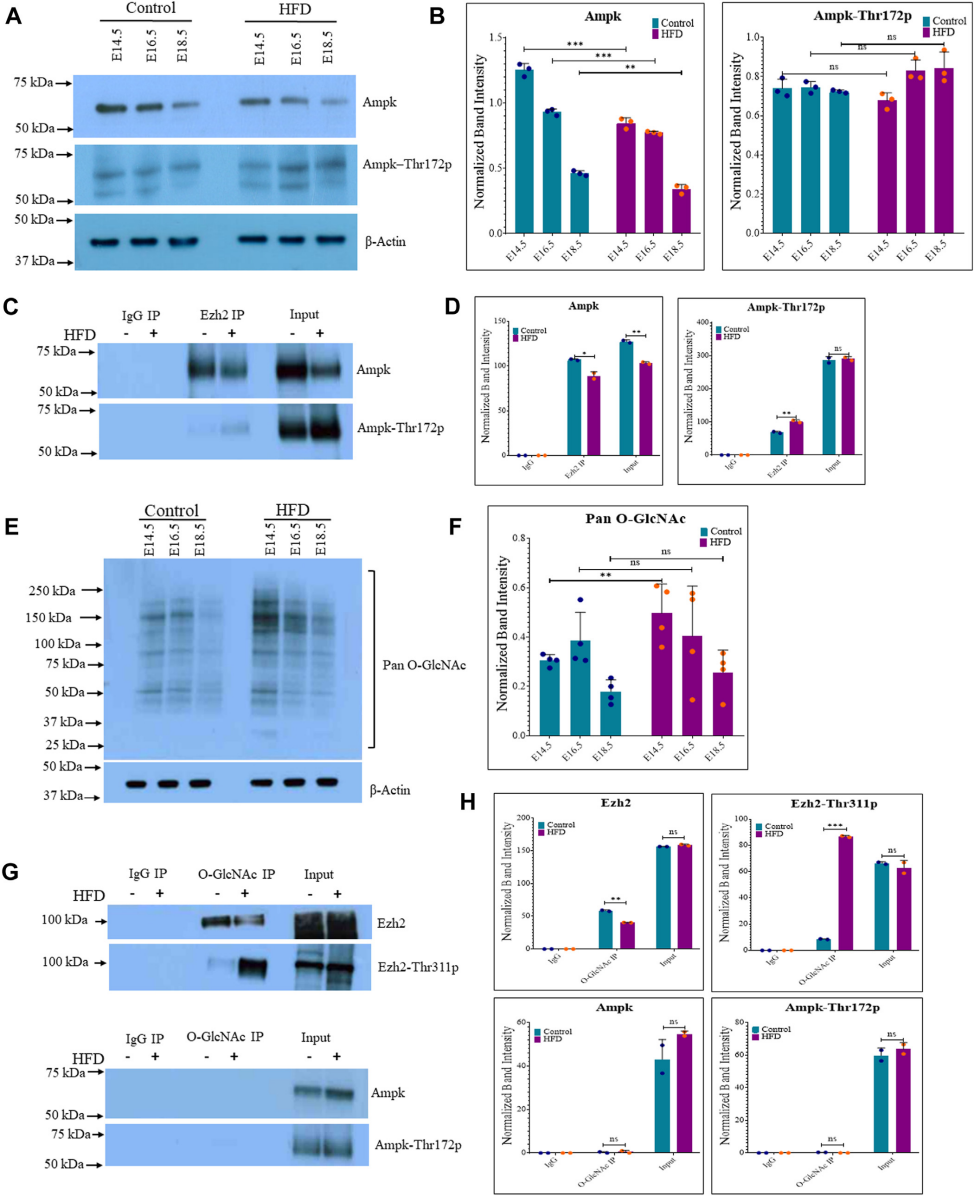
**Ampk-Thr172p and Ezh2 interaction is increased in HFD.***A*, Western blot analysis for the expression of Ampk and Ampk-Thr172p on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin (same as in Fig. 5*A* as the same samples were analyzed in both figures) was used as the loading control. *B*, densitometric quantitation of Western blots from *panel A*. *C*, coimmunoprecipitation was done on cell lysates from Ctrl and HFD embryo brain cortical tissue lysates from E14.5 using anti-Ezh2 antibody, followed by Western blotting of IP’d samples using anti-Ampk and Ampk-Thr172p antibodies. IP with IgG was used as a control. Input is the total cell lysate. *D*, densitometric quantitation of Western blots from *panel C*. *E*, Western blot analysis for the expression of global O-GlcNAc levels on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5, and E18.5 stages. The expression of β-Actin was used as the loading control. *F*, densitometric quantitation of Western blots from *panel E*. *G*, coimmunoprecipitation was done on cell lysates from Ctrl and HFD embryo brain cortical tissue lysates from E14.5 anti-O-GlcNAc antibody, followed by Western blotting for Ezh2, Ezh2-Thr311p, Ampk, and AMPK-Thr172P. IP with IgG was used as a control. Input is the total cell lysate. *H*, densitometric quantitation of Western blots from *panels G*. Data represents the mean of three biological replicates ± SD. HFD, high-fat diet; IP, immunoprecipitation.

## Discussion

Previous studies indicate that maternal HFD and obesity have an impact on brain development, resulting in both prenatal deficits and enduring effects that extend into adulthood (7, 30). However, a clear understanding of the mechanisms involved remains obscure. In this study, we used Wistar rats fed on an HFD to induce pregestational obesity in order to understand the impact of maternal HFD and obesity prior to and during pregnancy on embryonic brain development. High-fat feeding in these animals elevated plasma FFAs in pregnant rats and significantly increased lipid accumulation in the developing embryo brain cortex at the E14.5 and E18.5 stages. These changes were associated with increased cell death, as observed through TUNEL staining and cleaved PARP levels. Prior research in cell cultures and animal models has reported similar results with increased cell death in cortical neurons exposed to lipids, particularly saturated fatty acids such as palmitate (31, 32, 33). Lipid accumulation might lead to increased cell death, potentially through decreased cell survival, likely attributable to observed reductions in AKT-Thr308p and AKT-Thr472p levels. Previous studies have also observed such changes where streptozotocin-induced diabetes reduced AKT-p levels and led to apoptosis in the cerebral cortex in rats (34). AKT promotes cell survival by negatively regulating apoptosis-promoting genes such as forkhead box protein O (FOXO) TFs (35). Interestingly, we noticed that expression of both *Foxo1* and *Foxo3* were upregulated in HFD embryo brain cortex at E14.5 in RNA-seq data in our study, suggesting a mechanism through which reduced AKT-p levels could have resulted in increased cell death. In addition, AKT also promotes cell survival by directly inhibiting the regulators of the apoptosis cascade (36). Both hyperglycemia and elevated FFAs resulting from dyslipidemia are known to induce insulin resistance, which is associated with decreased AKT phosphorylation (37, 38). However, the molecular basis for insulin resistance can vary greatly due to different metabolic perturbations and their impact on target tissues. During the period of organ development, exposure to hyperglycemia or hyperlipidemia may also impact the mechanisms of cell proliferation and cell fate determination, thus affecting the process of organogenesis. Indeed, maternal obesity and diabetes are shown to impair various organ developments, including neurodevelopment (1, 39). Studies have previously reported altered hippocampal neurogenesis due to maternal obesity (40, 41, 42). Similarly, using an *in vitro* human embryonic stem cell-neuronal differentiation model, we have observed increased expression of neuronal marker β-TUBULIN III and reduced neural stem cell proliferation due to palmitate treatment (33). The present study again revealed reduced KI67 expression in the HFD embryo brain at E14.5 with a concomitant increase in neuronal differentiation marker, β-TUBULIN III. These changes were associated with altered expression of neural stem cell marker PAX6 and increased expression of differentiation regulator TBR1. Moreover, astrocyte and oligodendrocyte makers GFAP and MBP were increased with a reduction in progenitor marker, OLIG2, at the E18.5 stage in the HFD embryo cortex. Thus, our results demonstrated that maternal obesity led to increased embryo cortical neuronal production as well as early astroglial differentiation. These phenotypic changes could be attributable to changes in the protein expression and phosphorylation of EZH2, which we have observed in the HFD embryo brain cortex. Histone modifications are crucial in neurogenesis, serving as a major epigenetic mechanism for cell-type specification (43). H3K27me3 is associated with gene repression, and H3K4me3 is a mark for transcriptional activation. These are two key modifications linked to cell fate determination during development. Notably, both H3K27me3 and H3K4me3 coexist on the promoters of numerous developmental genes during neurogenesis, giving rise to the term “bivalent” promoters (44). The concept suggests that these bivalent genes, many of which are often stage-specific TFs and signaling regulators, are poised to be either activated or silenced during specific developmental stages, thereby influencing cell fate decisions. The deposition of H3K27me3 is carried out by the Polycomb group complex, catalyzed by the histone methyltransferase EZH2. Polycomb group proteins, including EZH2, play vital roles in neurogenesis by maintaining a balance between the self-renewal and differentiation of neural progenitor cells (27). Recent studies have highlighted the involvement of Ezh2 and associated histone modifications in maternal HFD and obesity on fetal organogenesis (45). For instance, maternal HFD increases H3K27me3 levels on genes like *Pthlh* and *Col2a1*, suppressing their expression and impairing chondro- and osteogenesis while simultaneously enhancing the expression of osteoblast inhibitor genes *Tnfaip3* and *Twist1* through elevated H3K27 acetylation (22). Maternal obesity was also found to enhance adipogenic differentiation in offspring during fetal development by increasing *Zfp423* expression through reduced EZH2 binding and decreased H3K27me3 levels at its promoter (23). These findings parallel the changes observed in neurogenesis in this study, where we found that the global levels of H3K27me3 were reduced significantly at the E14.5 stage, whereas H3K4me3 and H3K4me2 levels were higher in the HFD embryo brain cortex than controls. ChIP-seq analysis for H3K27me3 again showed reduced peaks in general and at specific EZH2 target genes, which have shown upregulation in RNA-seq in HFD. 

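Over the whole genome 57604 H3K27me3 peaks were called in control and 49072 in HFD, an HFD over control ratio of 0.852, and the covered length fell from 48.9 Mb to 31.8 Mb. The median width was 714 bp in control and 488 bp in HFD. The count in HFD was lower on each of the 22 chromosomes 1 to 20, X and Y, with ratios from 0.740 on chromosome 12 to 0.952 on chromosome 15. An HFD peak overlapped 43.8% of the control peaks (95% Wilson interval 43.4% to 44.2%), where the shifted positions gave 4.48%. A q of at most 0.05, a threshold chosen after seeing the data, was reached by 60.8% of the control peaks (60.4% to 61.2%) and by 24.1% of the HFD peaks (23.7% to 24.5%). At −log10 q of at least 5 there were 594 HFD peaks, a ratio of 0.0358 to control, and 579 of them lay on a control peak. With the control list thinned at random to the HFD background pileup, 10301 peaks were expected at that threshold (10258 to 10359 in 20 draws). The thinned count argues against depth as the whole cause of the lower count there. It is approximate, because the listed values of these broad peaks are averages. In the lists as deposited 31618 peaks were expected and HFD held 49072. Thinning cannot create weak peaks, so depth cannot be told apart from a change of the mark for the deposited counts. The shallower HFD libraries limit how far all these counts can be read as levels of the mark. H3K4me3-bearing DNA in the control H3K27me3 libraries, a candidate given under the other observations, would limit them too.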

Whereas, H4K16Ac, another histone mark did not show a change. Interestingly, the role of EZH2 in metabolic sensing and signaling has been reported in several previous studies (24, 46). We found EZH2-Thr311p levels significantly elevated at the E14.5 stage in HFD, whereas EZH2-Thr487 was increased at E18.5. Wan *et al.*; were the first to identify EZH2 to be phosphorylated at Thr311 by AMPK in cancer cells and this phosphorylation of EZH2 suppresses its H3K27 methyltransferase activity (24). Moreover, we have recently shown that hyperglycemia and increased global protein O-GlcNAc levels increased EZH2-Thr311p in human embryonic stem cell-neuronal differentiation in cell culture leading to reduced H3K27me3 levels at several neurodevelopmental genes (29). Therefore, when we inquired whether maternal obesity increases global O-GlcNAc levels in the embryo brain cortex, we saw a subtle but significant increase in the global O-GlcNAc levels in the HFD embryo brain cortex compared to controls at E14.5. We also found EZH2 and EZH2-Thr311p to be O-GlcNcylated in embryo brain cortex and noticeably, EZH2-Thr311p O-GlcNAc levels were much higher in HFD. These results are consistent with our previous observations where increased O-GlcNAc levels were associated with elevated EZH2-Thr311p (29). AMPK serves as a widespread sensor of cellular energy and nutrient status across eukaryotic cells (47). AMPK is activated during low energy states, signaling to enhance ATP generation and reduce ATP consumption triggered by high AMP/ATP or ADP/ATP ratios and phosphorylation of AMPK-Thr172. In rodent studies, an HFD has been demonstrated to reduce the phosphorylation of AMPK at Thr172 (48, 49). Therefore, when we inquired about the relationship between AMPK and EZH2 by Co-IP, we found AMPK associates with EZH2. Although global levels of AMPK and its association with EZH2 were reduced in HFD, its association with EZH2-Thr311p increased significantly. This remarkable result lets us speculate that increased EZH2-O-GlcNAcylation could lead to its increased association with AMPK-Thr172p, thus resulting in increased EZH2-Thr311p.

In conclusion, we report that maternal HFD and obesity profoundly impacted embryonic neurodevelopment resulting from an imbalance in cell proliferation and differentiation in the developing cerebral cortex. Maternal HFD led to increased cell death concomitant with increased neuronal differentiation and an increase in astrogliogenesis. These changes were associated with the differential expression of several cell signaling regulators and TFs. Moreover, reduced expression and altered phosphorylation of EZH2 and its increased O-GlcNAcylation in HFD led to reduced H3K27me3 levels and transcriptional derepression of EZH2 target genes (Fig. 8). These mechanisms might contribute to the observed adverse neurodevelopmental outcomes associated with maternal obesity in human epidemiological studies. Future research could leverage these mechanisms as a therapeutic strategy to mitigate the detrimental effects of maternal obesity–mediated metabolic perturbation in the offspring.

**Figure 8:**
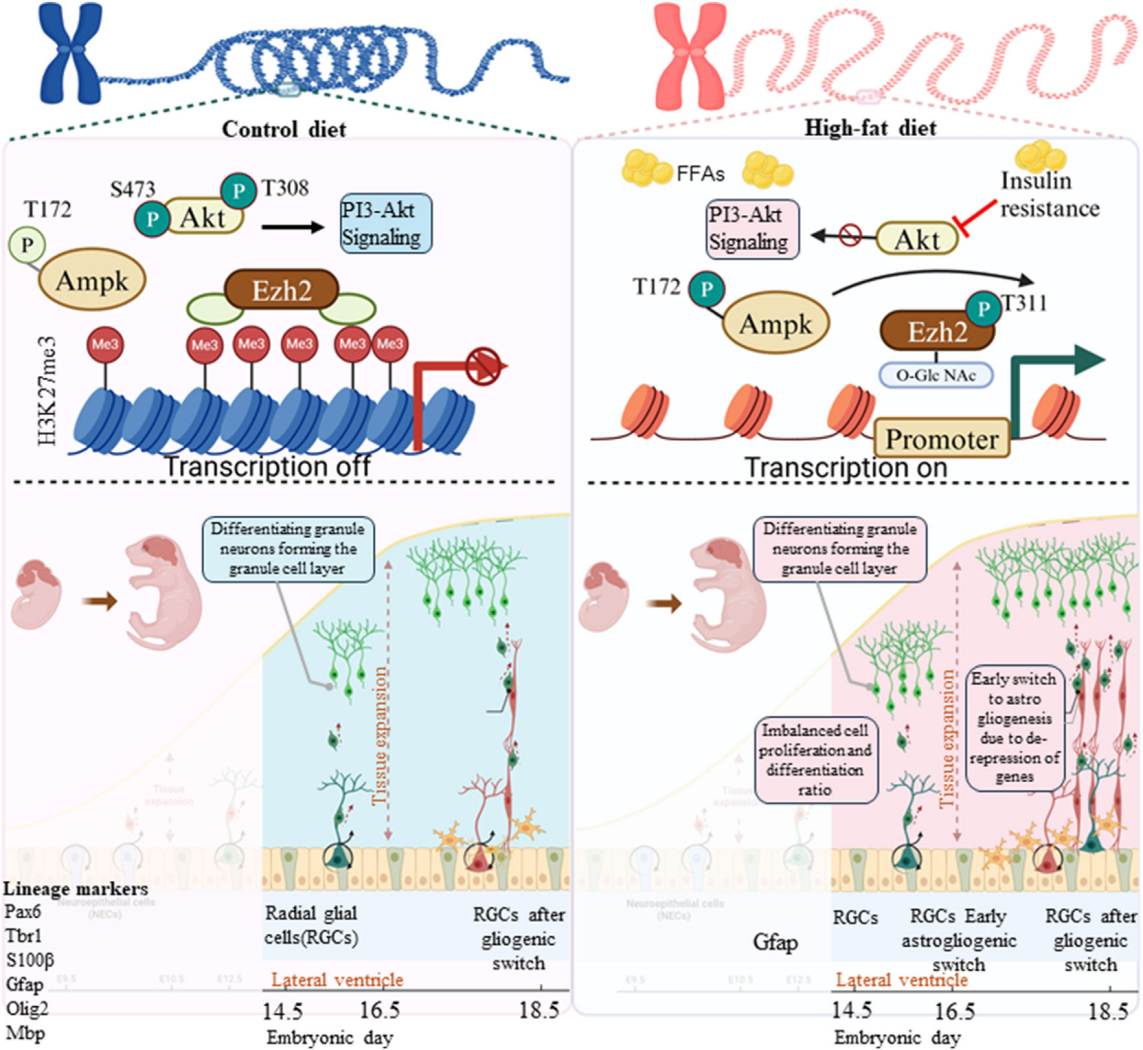
**Schematic representation of the effects of maternal obesity on the regulation of gene expression and cell fate during embryonic cortical neurogenesis**.

## Materials and methods

### Generation of the model of maternal obesity in Wistar rats and sample collection

Healthy female and male Wistar rats were obtained from the Animal House facility of the College of Medicine and Health Sciences, UAE University, and crossed to obtain a new generation of healthy and homogenous pups. The females and the male rat pups were separated into different cages after the weaning period, and the female pups were further divided into two groups—the “Control” group fed on the normal chow and the “HFD” group fed on the commercially available HFD produced by Research Diets Inc. 60% calories by fat, 20% calories by protein, and 20% calories by carbohydrate; Product No.: D14292). Rats were fed *ad libitum* with their respective feeds and water, and a 12-h dark and light cycle was maintained throughout the procedure. The weights of the female rats were monitored every week. Once the female rats of the HFD group became obese compared to the Control animals, they were crossed with healthy males. Once their pregnancy was confirmed with the presence of a plug, females of the HFD and the control groups were isolated into different cages. On days E14.5, E16.5, and E18.5 of pregnancy, different sets of control and HFD group mothers were sacrificed. The frontal lobe cortices from an entire litter of embryos (6–8) were pooled together and used as the starting material for each separate experiment, serving as an independent biological replicate for molecular studies. The tissues were snap-frozen in liquid nitrogen and stored at −80 °C until further use. Based on previous studies, embryonic stage 14.5 (E 14.5) was the stage of development at which the neurogenesis peaked, and E18.5 was the stage for the initiation of astrogliogenesis. Therefore, the tissues were decided to be harvested at these two stages and a stage in between them, E 16.5. All animal experiments were reviewed and approved by the Animal Ethics Committee of the UAE University (Approval numbers, ERA 2020-6059, ERA2022-1027). In addition, the nonfasting blood glucose level of the pregnant females was measured with a OneTouch ultraglucometer at the time of sacrifice.

### Estimation of FFAs in the control and HFD rat mother blood serum samples

With the sacrifice of each Wistar rat mother, blood samples were taken and spun immediately to separate the blood serum. The samples were briefly spun to isolate the layer of serum in the tube, which was then frozen and stored. The FFA assay kit from Abcam (ab 65,431) was used to determine the levels of FFAs in the serum samples through colorimetric detection as per manufacturer’s instructions.

### Cryo-sectioning of the Wistar rat embryo brains

During the harvesting of brain cortex tissues of the Wistar rat embryos at the embryonic stages 14.5, 16.5, and 18.5, 2 to 3 embryo brains of all three stages were saved whole by storing them in 4% paraformaldehyde for 24 h after dissection at 4 °C. The whole brains were then transferred into a 20% sucrose solution containing sodium azide to remove the water content of the brains to avoid crystal formation that may affect the sectioning. Once the brains had sunk to the bottom of the Sucrose solution in a couple of days, they were dehydrated and were ready to be embedded. Embedding molds (Polysciences, #18986, 12 mm bottom) and embedding medium (Tissue Tek - OCT compound - 34583) were used to embed the brains. The orientation of the brains during embedding was done carefully and duly labeled. The embedded sections were then stored at −80 °C until further use. Meanwhile, fresh glass slides were coated with APES or Gelatin to make them more adhesive for fixed tissue sections. The optimal cutting temperature cubes containing the frozen embryos were then sectioned using a Leica cryostat (Leica CM1800) into 5μ thick sections after removing the Olfactory bulbs. Only the prefrontal cortex was sectioned in this manner. The sections were then collected onto the coated slides, and the slides were frozen till further use.

### TUNEL staining of the cortex tissues

The embryo brain cortex sections of E14.5 Control and HFD mother rats were stained for TUNEL-positive cells using the TdT In Situ Apoptosis Detection Kit from Biotechne, R&D Systems (Cat. No.: 4810-30-CK). The slides for the positive and the negative control were prepared per the manufacturer’s guidelines, and the slides of sections were stained for comparison. The number of TUNEL-positive cells was counted in the section and expressed as a percentage of the positive control.

### Nile Red staining of the cortex tissues

Control and HFD embryo brain sections of all three embryonic stages (E14.5, E16.5, and E18.5) were subjected to Nile Red staining per the guidelines of the staining kit from Abcam (ab228553). The lipid globules uptake by the cells was stained in red in this protocol. The stained cortex tissue sections were then observed and imaged under a confocal microscope. The immunofluorescence intensity of the images of the sections was then quantified using the software Image J (Fiji; https://imagej.net/software/fiji/downloads) and plotted for comparison.

### Immunohistochemistry

The slides were incubated in 1% SDS solution for 10 min to retrieve antigens at room temperature (RT). After three wash cycles in PBS (5 min each), the endogenous peroxidase activity was blocked by placing the tissue sections in 0.4% Triton X-100 PBS, 1% bovine serum albumin (BSA), and 4% goat serum for 20 min. This was followed by incubation with specific primary mAbs (detailed in Tables 1 and 2) diluted using the same blocking solution (1:200). Following overnight incubation at 4 °C in a humidity slide moisture chamber, the slides were washed with 1X PBS and incubated with a fluorescent secondary antibody diluted (1:200) using 1% BSA and 0.3% Triton X-100 in PBS for 60 min at RT. The slides were then washed three more times with PBS. The tissues were then incubated with 4′,6-diamidino-2-phenylindole or TO-PRO3 (Blue) for 5 min at RT. After a couple more washes with 1% PBS, the slides were air-dried. Mounting media (Vectashield) was then carefully added to cover each slide section. The sections were covered by coverslips and sealed using nail polish to preserve fluorescence. All images were captured using the Nikon 80 Eclipse confocal microscope at 20X magnification. Fluorescence intensity quantification was performed using ImageJ (Fiji) software. The mean fluorescence intensity of each target marker was normalized to the corresponding 4′,6-diamidino-2-phenylindole/TO-PRO3 fluorescence intensity.

**Table 1:** List of Antibodies used for Western blotting. immunohistochemistry, ChIP, and ChIP-seq

Antibody	Source	Catalog No.	Application
OCT-4 antibody	Abcam	ab19857	Immunohistochemistry, Western blotting
Nanog (1E6C4) Mouse mAb	Cell Signaling Technology	4893	Immunohistochemistry, Western blotting
Anti-β-tubulin isotype III antibody, mouse monoclonal	Sigma-Aldrich	T-5076	Immunohistochemistry, Western blotting
Purified anti-Pax-6 antibody	Biolegend	901301	Western blotting
OTX2 (D7Y3J) rabbit mAb	Cell Signaling Technology	11943	Immunohistochemistry, Western blotting
Anti-Tbr1 antibody	Millipore	AB2261	Immunohistochemistry, Western blotting
S100B Rabbit pAb	ABclonal	A0676	Immunohistochemistry, Western blotting
GFAP Rabbit pAb	ABclonal	A0237	Immunohistochemistry, Western blotting
NKX2-2 Rabbit pAb	ABclonal	A16696	Immunohistochemistry, Western blotting
OLIG2 antibody	Proteintech	13999-1-AP	Immunohistochemistry, Western blotting
Purified anti-MBP antibody	Biolegend	836504	Immunohistochemistry, Western blotting
PARP antibody	Cell Signaling Technology	9542	Western blotting
GAPDH (14C10) Rabbit mAb	Cell Signaling Technology	2118	Western blotting
Phospho-Akt (Ser473) (D9E) XP ® Rabbit mAb	Cell Signaling Technology	4060	Western blotting
Stat3 antibody (F-2)	Santa Cruz	sc-8019	Western blotting
p-Stat3 Antibody	Santa Cruz	sc-8059	Western blotting
Anti-EZH2	Proteintech	21800-1-AP	Western blotting, ChIP
Phospho EZH2 (Thr 487)	Invitrogen	PA5-105660	Western blotting, ChIP
Phospho EZH2 (Thr 311)	Cell Signaling Technology	27888	Western blotting, ChIP
AMPK a1/AMPK a2	ABclonal	A12718	Western blotting
Phospho-AMPKα (Thr172) (40H9) Rabbit mAb	Cell Signaling Technology	2535	Western blotting
Anti-AKT1 + AKT2 + AKT3 antibody	Abcam	ab126811	Western blotting
Pan H4	Diagenode	C15410156	Western blotting, ChIP, ChIP-Seq
H4K16ac antibody	Diagenode	C15200219	Western blotting, ChIP, ChIP-Seq
Anti-Histone H3 antibody	Abcam	Ab18521	Western blotting, ChIP, ChIP-Seq
TriMethyl-Histone H3-K27	ABclonal	A2363	Western blotting, ChIP, ChIP-Seq
H3K4me2 polyclonal antibody	Invitrogen	49-1004	Western blotting, ChIP
Anti-acetyl-Histone H3 antibody	Millipore	06-599	Western blotting
Acetyl-Histone H3-K27 Rabbit pAb	ABclonal	A7253	Western blotting, ChIP
Anti-Histone H3 (acetyl K9) antibody	Abcam	Ab177177	Western blotting
Acetyl-Histone H3 (Lys14) (D4B9) Rabbit mAb	Cell Signaling Technology	7627	Western blotting
Anti-Histone H3 (acetyl K18)	Abcam	Ab1191	Western blotting
Peroxidase AffiniPure Goat Anti-Mouse IgG, Fcγ Subclass 2b-specific	Jackson Immuno Research	115-035-207	Western blotting
Peroxidase AffiniPure Goat Anti-Mouse IgG (H + L)	Jackson Immuno Research	115-035-166	Western blotting
Peroxidase AffiniPure Goat Anti-Rabbit IgG (H + L)	Jackson Immuno Research	111-035-144	Western blotting
Peroxidase AffiniPure Rabbit Anti-Chicken IgY (IgG) (H + L)	Jackson Immuno Research	303-035-003	Western blotting
Anti-mouse IGg2b gamma chain (Alexa Fluor 488)-Rat monoclonal	Abcam	ab172326	Immunohistochemistry
Goat Anti-chicken IgY H&L (Alexa Fluor 488)	Abcam	ab150173	Immunohistochemistry
Goat Anti-Rabbit IgG H&L (Alexa Fluor® 594) preadsorbed	Abcam	ab150080	Immunohistochemistry
Goat Anti-Mouse IgG H&L (Alexa Fluor® 594) preadsorbed	Abcam	ab150120	Immunohistochemistry
Goat Anti-Mouse IgG H&L (Alexa Fluor® 488) preadsorbed	Abcam	ab150117	Immunohistochemistry
Goat Anti-Rabbit IgG H&L (Alexa Fluor® 488) preadsorbed	Abcam	ab150081	Immunohistochemistry

ChIP, chromatin immunoprecipitation; ChIP-seq, chromatin immunoprecipitation sequencing; OCT, optimal cutting temperature.

**Table 2:** List of Primers used for real time qPCR

Primer name	5′-3′ sequence
Igf1-Forward	5′-CCCGGGACGTACCAAAATGA-3′ (20mer)
Igf1-Reverse	5′-GCTGGTAAAGGTGAGCAAGC-3′ (20mer)
Igfbp3-Forward	5′-GGACCTTCCTTTGTCAGGCA-3′ (20mer)
Igfbp3-Reverse	5′-TAAGCGCACCGTTATTTGCG-3′ (20mer)
Ccn3-Forward	5′-AGCCTACAGACCGGAAGCTA-3′ (20mer)
Ccn3-Reverse	5′-TCCACAGCTCTTGGAACACG-3′ (20mer)
Bmp3-Forward	5′-AATCACGCCACCATCCAGAG-3′ (20mer)
Bmp3-Reverse	5′-CAAGATGCTGAGCGAGGACA-3′ (20mer)
Runx2-Forward	5′-CAAGGAGGCCCTGGTGTTTA-3′ (20mer)
Runx2-Reverse	5′-AGAACTTGTGCCCTCTGTTGT-3′ (21mer)
Runx3-Forward	5′-CACTGGCGCTGCAACAAG-3′ (18mer)
Runx3-Reverse	5′-CGGCGGAGTAATTCTCGTCA-3′ (20mer)
Tgfb2-Forward	5′-CGAAACTGTCTGCCCAGTTG-3′ (20mer)
Tgfb2-Reverse	5′-TGTAGAAAGTGGGCGGGATG-3′ (20mer)
Twist1-Forward	5′-TCGGACAAGCTGAGCAAGATT-3′ (21mer)
Twist1-Reverse	5′-GCAGCTTGCCATCTTGGAGT-3′ (20mer)
Foxo3-Forward	5′-AGACGACGAGGACAGCGG-3′ (18mer)
Foxo3-Reverse	5′-GGCCGAATCTTCGAGGAGC-3′ (19mer)
Pax9-Forward	5′-TGTTCCCGTGTGGTGAGAAG-3′ (20mer)
Pax9-Reverse	5′-CAAGGCTCTGTACTGCGTGA-3′ (20mer)
Igf1-Forward	5′-TCGTCTAGGCCATTAGCCCT-3′ (20mer)
Igf1-Reverse	5′-GGCGTTAAAACTTGGGTGGG-3′ (20mer)
Foxo3-Forward	5′-GGAACGTGATGCTTCGCAAC-3′ (20mer)
Foxo3-Reverse	5′-GGTGGTGGAGCAAGTTCTGA-3′ (20mer)
Rarg-Forward	5′-TCCCCTCCAGCAGTTTCTACC-3′ (21mer)
Rarg-Reverse	5′-TCCAATGGGTCTCCAAGGGTC-3′ (21mer)
Sox10-Forward	5′-CGATGACAAGTTCCCGGTGT-3′ (20mer)
Sox10-Reverse	5′-TCTTGCTGGCACCGTTGA-3′ (18mer)
18SrRNA-Forward	5′-AGTCCCTGCCCTTTGTACACA-3′ (21mer)
18SrRNA-Reverse	5′-GATCCGAGGGCCTCACTAAAC-3′ (21mer)

qPCR, quantitative polymerase chain reaction.

### Protein extraction and quantitation

Rat embryo brain cortex tissues were thawed, cut into smaller pieces, and weighed (40–50 mg). The rat cortex tissues were homogenized in 1X radioimmunoprecipitation assay buffer buffer containing 1X HALT Protease and 1X HALT phosphatase inhibitor Cocktail (Thermo Fisher Scientific, Cat. #1862209, Cat. #1862495). The crude brain tissue lysate was centrifuged at 8000 rpm at 4 °C for 30 min. The supernatant containing total cellular protein was collected, and the concentration was determined using the Pierce BCA Protein Assay Kit (Cat. #23225). Quantitation was performed using the Infinite M200Pro (TECAN) multimode microplate reader. The quantitated protein was denatured by heating it in a NuPAGE lithium dodecyl sulfate sample buffer (Life Technologies, NP0007) for 10 min at 70 °C. Forty micrograms aliquots of the protein in the sample buffer were frozen at −80 °C until use.

### SDS-PAGE and Western blotting

Protein loading concentrations were determined based on the analyzed target (typically 20–40 μg). Precision Plus Protein Dual Color Standards (Bio-Rad, Cat. #1610374) were loaded on Express Plus 4 to 12% PAGE gels (GenScript, Cat. #M41210 or M41215). The electrophoresis was carried out in 1X MOPS buffer (GenScript, M00138) at 100 V, after which electroblotting was performed in 1X Towbin's buffer at a constant voltage of 100 V for 1 h at 4 °C. Polyvinylidene fluoride membranes (Thermo Fisher Scientific, Cat. # 88518), to which the proteins were transferred, were blocked with 5% Blotto milk (Santa Cruz Biotechnology, sc-2324) for 1 h at RT. Alternatively, 5% BSA is used to block the membranes specifically targeted for phosphorylated proteins. Membranes were washed several times in 1X PBS, containing 0.05% Tween 20 and were incubated overnight at 4 °C with primary antibodies (details provided in Tables 1 and 2). Membranes were probed with peroxidase-conjugated secondary antibodies incubating them for 1 h at RT. Chemiluminescent substrates (West Plus Pico and West Plus Femto from Thermo Fisher Scientific, Cat. #34080 and 34096)) were used for band visualization. Blots were exposed to autoradiography films (Santa Cruz, Cat. # sc-201697) and developed using Carestream GBX Developer (Cat. #1900984) and Fixer (Cat. #1902485) solutions purchased from Sigma. The Western blot analysis revealed specific protein bands corresponding to the targeted proteins in rat embryo brain cortex tissues. Band intensities were quantified using Image J software.

### RNA isolation and RT-qPCR

Total RNA was extracted following the guidelines stipulated in the MasterPure RNA Purification Kit (Epicentre, Cat. #MCR 85102). The complementary DNA (cDNA) synthesis was executed utilizing 1.0 μg of total RNA in a 20 μl reaction. Based on the manufacturer's prescribed protocol, the SuperScript VILO cDNA Synthesis Kit (Cat. #11754050) was employed. Real-time qRT-PCR was systematically conducted, employing SYBR Green Real-Time PCR Master Mix (Thermo Fisher Scientific) in a 10 or 20 μl reaction volume. The primer sequences utilized for qRT-PCR are listed in Table 2.

### RNA-seq and data analysis

Total RNA from E14.5, E16.5, and E18.5 rat embryo cortex tissues was isolated using the MasterPure RNA Purification Kit from Epicentre (Cat. #MCR 85102) following the manufacturer's guidelines. Subsequently, the RNA libraries for sequencing were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB #E7775) as per the kit's instructions. During the library preparation process, 1 μg of total RNA was utilized to eliminate ribosomal RNAs with the NEBNext rRNA Depletion Kit v2 (Human/Mouse/Rat) (E7400L), and the resulting RNA samples were purified using AMPure XP beads from Beckman Coulter. The purified RNA samples were then subjected to RNA fragmentation, cDNA synthesis, adapter ligation, and purification, following the kit instructions, to construct the libraries. The adapter was then ligated to the cDNA, and the adapter-ligated cDNA was subjected to PCR amplification using NEBNext Multiplex Oligos for Illumina (E6440S), incorporating specific combinations of i5 and i7 index primers for multiplexing. A final purification step using AMPure XP beads was carried out for the libraries, and they were subsequently assessed for quality before sequencing. Sequencing was performed at the Genomics Core Facility, The Wistar Institute on Illumina Next-Generation Sequencer (NextSeq 500), followed by bioinformatic analysis. RNA-seq data were aligned using bowtie2 (https://bowtie-bio.sourceforge.net/bowtie2/index.shtml) (50) algorithm against RGSC Genome Assembly v6.0, and RSEM v1.2.12 (https://github.com/deweylab/RSEM) software (51) was used to estimate read counts and fragments per kilobase of transcript per million fragments mapped values using gene information from Ensemble transcriptome version GRCh37.p13. Raw counts were used to estimate the significance of differential expression differences between experimental groups using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) (52). Overall gene expression changes were considered significant if passed false discovery rate (FDR) <5% unless stated otherwise. Gene set enrichment analysis was carried out using QIAGEN’s Ingenuity Pathway Analysis software (QIAGEN Redwood City, www.qiagen.com/ingenuity) using “canonical pathways” and “upstream regulators” options. Expression heat maps were generated using DESeq2 normalized count values. The significance of the overlap between stages was tested using Fisher’s exact test. DEGs with a 2-fold or more change with a *p* value of ≤0.5 were considered significant. Hierarchical clustering was performed using Euclidean distance to visualize the expression of genes across the control group and the HFD group samples that were significant in at least one sample type with FDR < 5%.

### ChIP and ChIP-qPCR

The harvested embryo brain cortex tissues from different time points were thawed as required. About 50 to 80 mg of dissected embryo brain cortices obtained from specific stages of pregnancy were subsequently washed, followed by lysis in a cell lysis buffer. The complete lysis of the tissues was achieved using fresh syringes. The chromatin was fragmented *via* sonication using a Diagenode bioruptor for 12 min, employing 30-s on/off cycles. Immunoprecipitation of the lysate was carried out using ChIP-grade antibodies, with details on the antibodies utilized provided in Table 1. The protein–chromatin complexes were collected using protein A or B Magna ChIP magnetic beads (Millipore). ChIP with normal IgG (Millipore, Cat # PP64B) was employed as a negative control. Subsequently, ChIP'd DNA was recovered and subjected to analysis *via* RT-qPCR utilizing SYBR Green Real-Time PCR Master Mix (Thermo Fisher Scientific) within a 10 μl reaction volume. The primer sequences employed for amplifying promoter or coding regions can be found in Table 3.

**Table 3:** List of Primers used for ChIP-qPCR

Primer name	5′-3′ sequence
Igf1-Ch-Forward1	5′-ATAAACTCGCTCCCGTGTCC-3′ (20mer)
Igf1-Ch-Reverse1	5′-TTAACTTTCCGCAGGGCTCG-3′ (20mer)
Ccn3 -Ch-Forward1	5′-ATGAGCGTCTTCCTGCGAAA-3′ (20mer)
Ccn3 -Ch-Reverse1	5′-ATCCCGGGCATTTTAAGCGT-3′ (20mer)
Sox10-Ch -Forward1	5′-AAAGGGGCAGCGATGTGTTA-3′ (20mer)
Sox10-Ch -Reverse1	5′-ACCCTTTGCTCCAGCGATAC-3′ (20mer)
Bmp3-Ch-Forward2	5′-CTCCTCGGTTCTCATCGCAC-3′ (20mer)
Bmp3-Ch-Reverse2	5′-AGGTAGACGAGTTTGGGCTG-3′ (20mer)
Runx2-Ch-Forward1	5′-GCGGTGCAAACTTTCTCCAG-3′ (20mer)
Runx2-Ch-Reverse1	5′-GAGCACTCACTGACTCGGTT-3′ (20mer)
Tgfb2-Ch-Forward2	5′-TGGCTGGCTCACTAACTATCC-3′ (21mer)
Tgfb2-Ch-Reverse2	5′-GCCATGATTTGGCTCTCTGGT-3′ (21mer)
Twist1-Ch-Forward1	5′-ACTTCGAAAAGTCCCTCCTCC-3′ (21mer)
Twist1-Ch-Reverse1	5′-CTTGGCGGTTCTTATACCTGC-3′ (21mer)
Foxo3-Ch-Forward1	5′-CAGTCCACACCTTTTGGTGC-3′ (20mer)
Foxo3-Ch-Reverse1	5′-AACACCCGAGATAAGACGCC-3′ (20mer)
Pax9-Ch-Forward1	5′-GTTGTATGCACACGCCAAGG-3′ (20mer)
Pax9-Ch-Reverse1	5′-CACGGCCCTCGTCTGTTAAA-3′ (20mer)
Pdgfra-Ch-Forward1	5′-CAAATGTGGGGCACACGAAT-3′ (20mer)
Pdgfra-Ch-Reverse1	5′-AGAACGTTCAGTGTTTGCCG-3′ (20mer)
Igfbp3-Ch-Forward1	5′-ATGTCCCATCGATGCCAAGG-3′ (20mer)
Igfbp3-Ch-Reverse1	5′-GTCTGGACATAGGAAACCATGA-3′ (22mer)
Rarg-Ch-Forward1	5′-AAAGTCCATTAGCAGCTCCACC-3′ (22mer)
Rarg-Ch-Reverse1	5′-GAAACTCAACAGGGCGTGGAT-3′ (21mer)
BmpP4-Ch-Forward1	5′-GTAAGAATGGAGAGCAGTCGCC-3′ (22mer)
Bmp4-Ch-Reverse1	5′-GGGCTGGGGGTAGACTGA-3′ (18mer)
DIx5-Ch-Forward1	5′-GCAAGTGCCTGTGTGAGATG-3′ (20mer)
DIx5-Ch-Reverse1	5′-GGGCCCGAAGTTGGGTAGTA-3′ (20mer)
FoxA1-Ch-Forward1	5′-GACACAGAAGGCTCACCCC-3′ (19mer)
FoxA1-Ch-Reverse1	5′-AGCAGGTGGGTAATCTGACA-3′ (20mer)

ChIP, chromatin immunoprecipitation; qPCR, quantitative polymerase chain reaction.

Primers highly specific to the promoter regions of the differentially expressed genes were designed and used for real-time qPCR analysis of the two types of E14.5 cortex tissue samples whose related chromatin regions were pulled down by the histone markers, such as pan H4, H4k16ac, H3K27me3, pan H3, and H3K4me3. In addition, H3K4me2, H3K4ac, EZH2, and its phosphorylated forms at Threonine 311 and 487 were also used for chromatin precipitation based on their suspected role in the regulation of transcription due to maternal obesity.

### Coimmunoprecipitation

Co-IP experiments were conducted following established methods (29). E14.5 embryo cortex tissues were washed with 1X PBS and lysed using freshly prepared Co-IP lysis buffer. The lysates were incubated at 4 °C on a rotating platform for 30 min and then centrifuged at 12,000 rpm for 15 min. The resulting supernatant was transferred to a new tube and kept on ice. Protein concentration was determined using the Thermo Scientific BCA protein assay kit (Cat. #23225). For each immunoprecipitation reaction, 700 μg of protein lysate was combined with 5 μg of the desired antibody and incubated overnight at 4 °C on a rotating platform. After the overnight incubation, 40 μl of precleared protein A agarose beads (Millipore #16-125) were added to a total volume of 500 μl of lysate. As a negative control, a normal rabbit IgG antibody (Bio-Rad Purified Rabbit IgG Cat. #PRABP01) was included in a volume of 500 μl and incubated for 2 h at 4 °C. Additionally, 40 μg of total protein was used as input. Following incubation, the bead/antibody-protein lysate complex underwent four washes with Co-IP buffer. In each wash, beads were gently mixed on a rotating platform for 3 min, and the antibody/bead/lysate complex was separated using a microspin. The supernatant was carefully discarded without disturbing the agarose beads. The beads were resuspended in 40 μl of 2X loading dye sample buffer, denatured at 95 °C for 5 min, and then spun down after elution to separate the protein complex from the agarose bead. After the spin, the protein complex in the supernatant was transferred to a new tube and stored at −80 °C for subsequent protein expression analyses. Blot quantification was performed using ImageJ software.

### ChIP-seq and data analysis

The 2-day ChIP protocol was carried out efficiently using the relevant antibodies for the required pulldowns as described above. ChIP-seq libraries were prepared using NEBNext Ultra II for DNA Library Prep (NEB #E7645) as per the manufacturer’s instructions. Briefly, ChIP’d DNA was mixed with NEBNext Ultra II End Prep Enzyme Mix and reaction buffer to prepare the DNA ends for further processing. A suitable dilution of the NEB adaptor was then chosen depending on the initial concentration of the samples and added to the end-prepped DNA mixture. The mixture was processed in a thermocycler for ligation reaction, followed by a cleanup process with AMPure XP beads to remove unwanted material. A second round of bead-based purification ensures high-quality DNA. PCR amplification was then performed following the manufacturer’s instructions using NEBNext Multiplex Oligos for Illumina (E6440S), incorporating specific combinations of i5 and i7 index primers for multiplexing. The amplification parameters were carefully controlled to minimize unwanted by-products. A final cleanup step was carried out using AMPure XP beads to ensure the library's quality. Additionally, two more rounds of bead-based purification were performed to refine the DNA library. The DNA was then eluted from the beads and subjected to quality control using a bioanalyzer before proceeding with the next-generation sequencing. The ChIP-seq data was processed for quality check and aligned against the rat genome (rn6) using bowtie2. Aligned data was processed to identify histone modification enrichments using recommended options for macs2 and deepTools (53, 54). The targeted histone modifications and transcription factor binding were studied on the TSSs of the differentially expressed genes identified in RNA-seq. The enriched regions (peaks) were identified, and comparisons were made between the cortex tissues of rat embryos from obese mothers and control mothers. Heat maps and profile plots for enriched regions were visualised using plotHeatmap and profile Ple. Integrated Genome Browser (UCSC_IGV) was used for the features and enriched tracks visualization.

### Statistical analysis

All the experiments were performed in triplicates. Results shown are mean ± SD. Statistical analyses were made using GraphPad prism 8 software (https://www.graphpad.com/scientific-software/prism/) with asterisks representing differences being significant (∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, and ∗∗∗*p* ≤ 0.001). A one-way ANOVA was performed to assess the differences between the groups, along with Benjamini and Hochberg FDR correction, however, pairwise comparisons were performed specifically between the “Control” and the “HFD-” treated groups within the three embryonic stages E 14.5, E16.5, and E18.5. Even though we were interested in any age-dependent variations during development among the embryos, our primary focus was to analyze the influence of the altered maternal diet on the embryo cortex development, irrespective of the age of the embryos. It is for this reason we have highlighted a pairwise comparison between the “Control” and “HFD” groups within the embryonic stages in our results. It should also be noted that in the initial stages of our research, we investigated data from all three embryonic stages. However, after establishing that many of the variations due to maternal HFD were observed at the E14.5 stage embryos, we decided to focus more on this early stage.

## Data availability

Raw and processed RNA-seq data were deposited to the NCBI GEO database under accession number GSE256004, and ChIP-seq data was deposited to the NCBI GEO database under accession number GSE255917.

## Supplemental information

Supplementary information includes four supplementary figures with figure legend and three supplementary tables.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Maternal obesity alters histone modifications mediated by the interaction between EZH2 and AMPK, impairing neural differentiation in the developing embryonic brain cortex
**Source:** J Biol Chem. 2025 Jan 10;301(2):108173. doi: 10.1016/j.jbc.2025.108173
**Supplement:** Supplementary information

Figure S1. Transcription factor (TF) enrichment analysis identifies PCR2 complex components, SUZ12 and EZH2 enriched at genes upregulated in embryo brain cortex due maternal HFD. A web based transcription factor enrichment analysis (TFEA) tool (https://www.iib.uam.es/TFEA.ChIP/) was used to identify TF enrichment on the list of genes significantly upregulated (≥ 2 folds with p≤ 0.5) in RNA-seq from E14.5 embryo brain cortex.

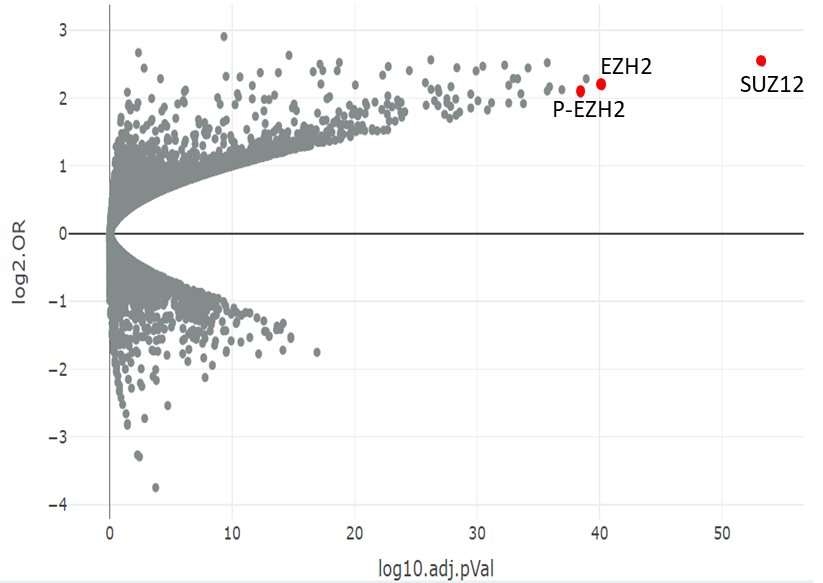

Figure S2. The effects of maternal obesity on global histone modifications in embryo brain cortex. Western blot analysis for the expression of histone modifications, H3K27Ac, H3K9Ac, H3K14Ac, H3K18Ac, pan H3Ac and pan H3 on control and HFD embryo brain cortical tissue lysates at E14.5, E16.5 and E18.5 stages. The expression of β-Actin was used as loading control (left panel). Densitometric quantitation of western blots (right panel). n=3. The data (bars) are represented as mean ± standard deviation. ** p < 0.01, * p < 0.05, n/s - not significant.

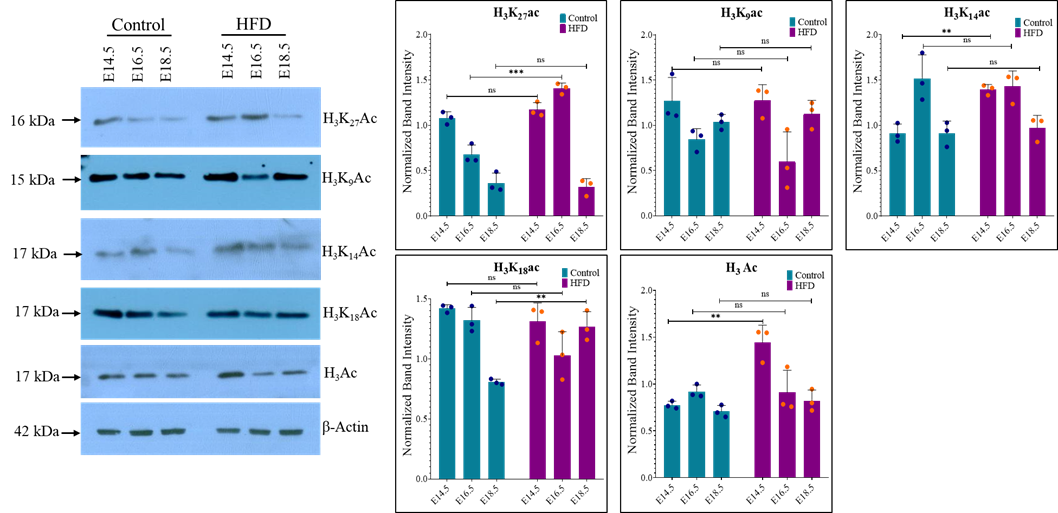

Figure S3. ChIP enrichment for H3K27Ac on select genes targets. ChIP-qPCR to analyze the enrichment of H3K27Ac at the promoter (−500 to +500 bp of TSS) of six upregulated genes, Ccn3, Pgdfra, Bmp4, Twist1, Pax9 and Runx2 in control and HFD embryo brain cortices from E14.5. ChIP with IgG was used as control. Input is the total DNA. n=3. The data (bars) are represented as mean ± standard deviation. ** p < 0.01, * p < 0.05, n/s - not significant.

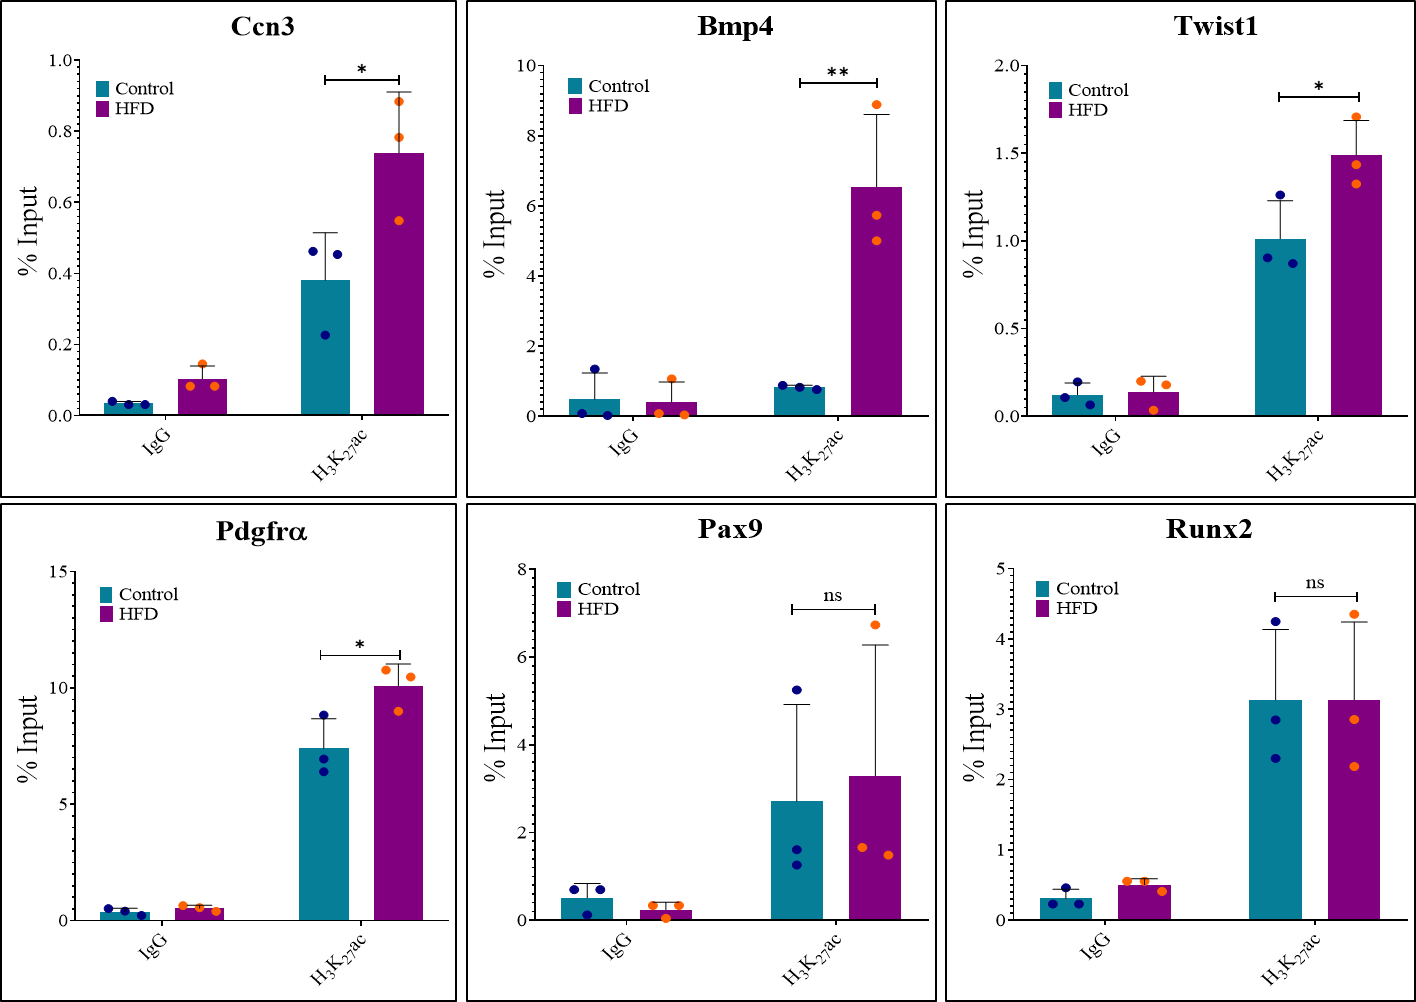

Figure S4. Random Blood Glucose Levels of control and high fat diet fed pregnant (embryonic stages 14.5, 16.5 and 18.5) Wistar rats (at the time of sacrifice). The data (bars) are represented as mean ± standard deviation. ** p < 0.01, * p < 0.05, n/s - not significant.

How the deposited data were processed for this re-analysis (not part of the article)

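ChIP-seq of the E14.5 embryo cortex was analysed from the peak lists of 5 antibodies in control and HFD, 10 lists in all, each called on 3 libraries together. The authors aligned the reads to rn6 with bowtie2 and called peaks with MACS2 at its recommended options. The exact options, the handling of duplicates and the use of an input are not named in the paper's text. Each of the deposited lists gives a score, which is 10 times the −log10 q as a whole number, a fold enrichment, which is a ratio to the local background, and a −log10 p-value and −log10 q-value, all computed by the authors with MACS2. In the 6 narrow lists these values belong to the summit, and an interval with several summits is listed several times. In the 4 broad lists they are averages over the region. Coordinates are those of rn6, with Ensembl names for the sequences.

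The samples were grouped by antibody and diet from their labels. 1 library, replicate 3 of control total H3, carries labels of both diets and was taken as control, as its title, its peak list and the stated triplicates require. The list it belongs to cannot be separated into libraries.

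What was computed here are counts of peaks, overlaps of at least 1 bp, covered bases and their ratios between HFD and control, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The chance level of an overlap was taken by shifting the control peaks by 100000 bp to either side. Shares have 95% Wilson intervals, which cover counting error only, as regions of one genome in pooled libraries are not independent replicates. No test between the diets was run, because each antibody and diet has 1 list.

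The planned annotation of start sites was replaced, as fixed before the data were examined, by the control H3K4me3 peaks, each interval counted once with 2500 bp on both sides of its strongest summit. H3K4me3 itself was counted over the regions of both H3K4me3 lists, which was decided after the data were seen. The results planned for the upregulated genes and for the genes named in the ChIP-seq claims were not analysed here, since the gene table at hand describes another assembly, GRCr8, and coordinates were not moved between builds. The rule for named genes, which was every gene of those claims and the 3 start sites that lost or gained the most H3K27me3 coverage, was therefore not applied. The gene lists written beforehand from Fig. 4C and for Hox, housekeeping and cortical genes were not used either.

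Depth was estimated from the values. MACS2 writes fold enrichment as (k + 1) / (b + 1) for a pileup k and a background b, and p as the Poisson probability of more than k. In 4000 peaks drawn from each list, a whole-number k gave the listed −log10 p to within 0.1% for 99.9% to 100% of the narrow peaks. In the broad lists this held for 7.68% to 32.6% of the peaks, because their values are averages, so that pileups of broad peaks are approximate. The most frequent fold enrichment of each list gave its background pileup, from 0.351 fragments per base in HFD H3K27me3 to 1.80 in HFD pan H4. To ask what depth alone would do, the pileups of the deeper list of each antibody were thinned at random to the background of the shallower list, and peaks were counted at the p of the shallower list's own threshold, in 20 draws. The strength of the marks was compared by ranking the −log10 p of each list over a common set of regions and correlating the ranks. In a test on 60000 simulated regions with known enrichment, thinned counts differed from counts drawn at the lower depth by at most 1.18% over 4 thresholds, and the interval functions gave the same result as a base by base count in 300 of 300 intervals. The simulated pileups were whole numbers over a constant background, so that the averaged values of broad peaks were not covered by that test.

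Alternatives set before the data were examined were −log10 q of at least 5 in all lists, lists of equal length, chromosomes 1 to 20, X and Y only, windows of 500 bp, at least 500 bp of a window in peaks, overlap of at least 50% of the control peak, merged peaks, and division by the ratio of total H3 or pan H4. A q of at most 0.05, regions from the HFD or from both H3K4me3 lists, and intervals counted once in the overlap were added after seeing the data.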

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

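The tests in this part were chosen after the result was seen. Beyond 2500 bp of any H3K4me3 peak of either diet, a part of the genome that the paper does not discuss, 16396 pan H4 peaks had a −log10 q of at least 5 in HFD, against 6615 in control, a ratio of 2.48. The same ratio was 0.998 for total H3, 1.18 for H4K16Ac and 0.129 for H3K27me3, the last from 62 peaks to 8. Over the whole genome the pan H4 count at this threshold rose from 78932 to 131918. The thinned counts argue against the greater depth of the HFD libraries as the whole cause, since the HFD list thinned to the control background was expected to hold 119733 peaks (119582 to 119900 in 20 draws) and the control list held 78932. For H3K4me3, total H3 and H4K16Ac the shallower list held 107%, 106% and 98.2% of the number expected, and for H3K27me3 5.77%. A difference between the pan H4 immunoprecipitations and a change of H4 on chromatin in HFD both remain open and were not tested, as each diet has 1 list.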

How the results depend on the processing

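No paired analysis was possible because each antibody and diet has 1 list for its 3 libraries and no result comes from a test, and leaving out single replicates was not possible for the same reason. A ratio was taken as changed when an alternative moved it by more than 1.5 times, a share when it left the 95% Wilson interval.

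Of 97 alternatives for the ratios between HFD and control, 7 moved the ratio that far, and 6 of these were thresholds applied to H3K27me3. At −log10 q of at least 5 the H3K27me3 ratio was 0.0358 for the number of peaks, 0.0385 for promoter regions with a peak and 0.0293 for covered length. At a q of at most 0.05 these ratios were 0.337, 0.335 and 0.244. H3K27me3 was lower in HFD under each alternative that was run. The seventh was the number of pan H4 peaks, with a ratio of 1.67 at −log10 q of at least 5. The cause was not tested, except for depth, by the thinned counts given under the other observations.

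Some ratios near 1 changed sides. The number of H3K4me3 peaks went from 0.955 to 1.001 at −log10 q of at least 5 and stayed below 1 under the 4 other alternatives, while promoter regions with H3K4me3 stayed between 0.938 and 0.999. For promoter regions the ratio ranged from 0.994 to 1.05 for total H3, from 0.984 to 1.06 for H4K16Ac and from 0.989 to 1.04 for pan H4, on both sides of 1. The number of H4K16Ac peaks, with a ratio of 1.01 as deposited, ran from 0.956 to 1.12. The covered length of H4K16Ac went from 0.962 to 1.09 at −log10 q of at least 5 and to 1.003 with regions from the HFD list, and stayed below 1 under the 5 other alternatives. That of total H3 ran from 0.987 to 1.04, that of pan H4 from 1.02 to 1.08 and that of H3K4me3 from 0.923 to 0.957. The number of promoter regions that had H3K27me3 in control only and H3K4me3 in HFD stayed between 15640 and 21977, while their share of the regions with H3K27me3 in control only ran from 70.8% to 98.6%.

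The share of control peaks overlapped by an HFD peak moved in 21 of 30 alternatives. The interval covers counting error only, so that small shifts count as moved, such as total H3 from 75.1% to 75.5%. At −log10 q of at least 5 the share was 3.13% for H3K27me3, 80.0% for H3K4me3, 75.5% for total H3, 76.7% for H4K16Ac and 88.2% for pan H4. With lists of equal length it was 48.7% for H3K27me3, 60.3% for H3K4me3, 74.0% for total H3 and 73.3% for pan H4. Where at least 50% of the control peak had to be overlapped, it was 29.8%, 52.7%, 70.8%, 69.8% and 69.3% in the order H3K27me3, H3K4me3, total H3, H4K16Ac and pan H4. At a q of at most 0.05 it was 25.8% for H3K27me3, 63.3% for H3K4me3, 79.4% for H4K16Ac and 77.4% for pan H4. With repeated intervals counted once it was 54.9% for H3K4me3, 71.8% for total H3 and 70.6% for pan H4. The cause was not tested.

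The number of peaks in lists of equal length is 1 by construction and was left out. The start of every transcript, protein-coding genes only, and each alternative for the upregulated and the named genes were not run, as no rn6 annotation was used here. The low background pileup of the HFD H3K27me3 list limits the H3K27me3 results. An unlisted site in HFD may hold the mark below what that depth could detect. The ratio of promoter regions ran from 0.0385 to 0.812 with the threshold and list length. The thinned counts under the other observations, approximate for broad peaks, argue against depth as the whole cause at −log10 q of at least 5. Other limits named there were not ranked against depth.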

Differences from the paper's values

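The paper gives no number for peak counts, overlaps or covered length, so that directions alone can be set beside each other. Its statements rest on heat maps and line plots around annotated start sites, the line plots for upregulated genes. Here the presence and length of peaks were counted over all H3K4me3 regions, an unlike measure and set. The paper states that H3K4me3 was slightly lower in HFD around start sites. Here the promoter regions with an H3K4me3 peak had a ratio of 0.967, and of 0.999 at −log10 q of at least 5. The covered length of H3K4me3 had ratios of 0.925 and 0.940. Its windows hold every H3K4me3 peak, so that this is the length of the whole lists and not a measure of start sites. Over the whole lists, the number of H3K4me3 peaks was 1.001 times that of control at that threshold. The paper states a slight increase of total H4 around start sites. Promoter regions with a pan H4 peak had a ratio of 0.995 with the lists as deposited and a ratio of 0.989 with lists of equal length. Their ratio was above 1 with −log10 q of at least 5 (1.04), with windows of 500 bp (1.02) and with at least 500 bp of a window in peaks (1.015), and also under alternatives chosen after seeing the values, namely a q of at most 0.05 (1.02), regions from the HFD list (1.03) and regions from both lists (1.01). The covered length of pan H4 had a ratio of 1.03 with the lists as deposited. The paper shows H3K4me3 higher in HFD at single upregulated genes, which were not analysed here.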

Other observations

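The tests in this part were chosen after the results were seen, and all of them describe single pooled lists.

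H3K27me3 peaks with a −log10 q of at least 5 fell from 16607 in control to 594 in HFD. Depth alone would give a smaller fall, as the control list thinned to the HFD background was expected to keep 10301 peaks (10258 to 10359 in 20 draws). The HFD list held 5.77% of that number. The lists of H3K4me3, total H3 and H4K16Ac held between 98.2% and 107% of theirs, and the list of pan H4 held 65.9%. This argues against depth as the whole cause at this threshold. It is limited, because the pileups of broad peaks are approximate. H3K27me3 was also thinned further, to 39.9% of the deeper background against 87.7% for H3K4me3. Among peaks of at least 50 the shares of the expected number were 20.9% for H3K27me3, 74.2% for H3K4me3 and 47.2% for pan H4. They were 106% for total H3 and 92.0% for H4K16Ac. Whether thinning is less accurate for the strongest peaks or the lists differ there beyond depth was not tested. In the lists as deposited the thinned control list kept 31618 peaks and the HFD list held 49072. Thinning cannot create the weak peaks that an HFD list at a q of up to 0.50 contains, so the lower depth cannot be told apart from a change of the mark for the deposited counts. The number of H3K4me3 peaks in the deposited lists stands alike, with 115736 expected from the thinned control list and 117684 in HFD. A fall of that size is what the lower depth alone would give, and with the same limit on weak peaks the lower depth cannot be told apart from a change of H3K4me3.

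Why the strong H3K27me3 peaks are fewer in HFD remains open. At the 67714 control pan H4 intervals with a −log10 q of at least 5, the −log10 p of HFD H3K27me3 was ranked against other lists. Spearman's rho across regions, which are not independent replicates, was 0.566 with HFD total H3 and 0.578 with control H3K27me3 when intervals without a peak were set to 0. Where both lists had a peak it was 0.465 and 0.196. At the 31019 control H3K4me3 intervals of that threshold it was 0.530 and 0.400 with such intervals set to 0. Where both lists had a peak at the H3K4me3 intervals it was 0.443 and 0.0711. By fold enrichment at the pan H4 intervals it was 0.444 and 0.565 with absent peaks set to 0. Where both lists had a peak, it was 0.450 and 0.284 by fold enrichment. With absent peaks set to 0, the closer list thus depended on the intervals compared. Where both lists had a peak, the HFD peaks were ordered more like total H3, although those intervals differ between the pairs of lists. An immunoprecipitation that recovered little specific DNA may leave such an order, and so may a nearly complete loss of H3K27me3 in the HFD cortex, where the paper reports a reduction by Western blot. They cannot be told apart from 1 list per diet, and no spike-in is named in the paper's text.

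Control H3K27me3 peaks lie on H3K4me3 peaks and follow them in strength. At the same pan H4 intervals, rho of the −log10 p was 0.799 between control H3K27me3 and control H3K4me3, as close as the 0.800 between the H3K4me3 lists of the diets, and it was 0.667 between control H3K27me3 and control total H3. Where both lists of a pair had a peak, these values were 0.889, 0.867 and 0.588. A rho near 0.800 is not particular to lists of the same mark. Over all intervals it was 0.843 between HFD total H3 and HFD pan H4, and 0.758 between control total H3 and control pan H4. Where both lists had a peak, these were 0.824 and 0.774. Uneven fragmentation or accessibility shared by every antibody was tested by taking total H3 and pan H4 out of the ranks. The rho of H3K27me3 with H3K4me3 was then 0.537 (0.461 to 0.764 over 21 chromosomes), against 0.0691 (at most 0.122 on any of them) for H4K16Ac with H3K4me3, which argues against shared accessibility as the whole cause. In the 34648 intervals with a peak in each of the 4 lists used, the value for control H3K27me3 was 0.787. In HFD the value for H3K27me3 was 0.236 over all intervals and -0.0251 over those with a peak in each list. H3K4me3-bearing DNA in the control H3K27me3 libraries, through cross-reaction of the antibody, carry-over or exchange between libraries, is a candidate explanation that the rho of 0.799 fits. Promoters that carry both marks, in one cell or in different cells of the cortex, are another. Of the control H3K27me3 peaks with a −log10 q of at least 5, 98.3% overlap such an H3K4me3 peak (4.35% after the shift). The share is 97.5% for total H3 (8.23%) and 98.5% for pan H4 (7.79%), whose lists are longer at that threshold. For H4K16Ac, with a list of similar length to H3K4me3, it is 83.0% (4.65%). The overlap in place is thus not specific to H3K4me3, but it is lower for the list of similar length. Of the strongest 10% of the control H3K4me3 regions with a −log10 q of at least 5, 100% overlapped a control H3K27me3 peak of that threshold, against 3.29% of the weakest 10%. Carry-over and double marking both allow this overlap and this gradient, so that double marking cannot be told apart from carry-over in these lists. If H3K4me3-bearing DNA contributes, part of the H3K27me3 difference between the diets may reflect its amount in the control libraries and not the mark. This is a hypothesis, which the reads of each library could test.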
